# FAK inhibition with small molecule inhibitor Y15 decreases viability, clonogenicity, and cell attachment in thyroid cancer cell lines and synergizes with targeted therapeutics

**DOI:** 10.18632/oncotarget.2381

**Published:** 2014-08-25

**Authors:** Shalana O'Brien, Vita M. Golubovskaya, Jeffrey Conroy, Song Liu, Dan Wang, Biao Liu, William G. Cance

## Abstract

Focal adhesion kinase (FAK) is up-regulated in thyroid cancer and small molecule FAK scaffolding inhibitor, Y15, was shown to decrease cancer growth in vitro and in vivo. We sought to test the effectiveness of Y15 in thyroid cancer cell lines, profile gene expression with Y15 compared with clinical trial FAK inhibitor PF-04554878, and use Y15 in novel drug combinations. Cell viability was decreased in a dose dependent manner in four thyroid cancer cell lines with Y15 and with higher doses in PF-04554878. Y397 FAK and total FAK were decreased with Y15 and decreased less with PF-04554878. Detachment and necrosis were increased in a dose-dependent manner in all cell lines with Y15. Clonogenicity was decreased in a dose-dependent manner for both Y15 and PF-04554878. We compared gene profiles between papillary thyroid cell lines, TPC1, BCPAP and K1, and 380, 109, and 74 genes were significantly >2-fold changed with Y15 treatment, respectively. Common up-regulated genes were involved in apoptosis, cell cycle, transcription and heat shock; down-regulated genes were involved in cell cycle, cell-to-cell interactions, and cancer stem cell markers. We also compared gene profiles of TT cells treated with Y15 versus PF-04554878. Y15 caused 144 genes to change over 4 fold and PF-04554878 caused 208 gene changes >4-fold (p<0.05). Among genes changed 4 fold, 11 were shared between the treatments, including those involved in metabolism, cell cycle, migration and transcription. Y15 demonstrated synergy with PF-04554878 in TT cells and also synergy with Cabozantinib, Sorafenib, Pazopanib, and strong synergy with Sunitinib in resistant K1 cells. This report revealed the biological effect of Y15 inhibitor, detected the unique and common gene signature profiles in response to Y15 in 4 different thyroid cancer cell lines, demonstrated differential response changes with Y15 and PF-04554878 treatment, and showed the synergy of Y15 with PF-04554878, Cabozantinib, Sorafenib, Pazopanib, and Sunitinib.

## INTRODUCTION

Over 60,000 new cases of thyroid cancer are diagnosed each year in the United States, comprising over 95% of endocrine malignancies. It is the fastest increasing cancer, with rates rising 5-7% every year [1] in the US and also increasing worldwide. Most of the thyroid cancer cases diagnosed are papillary or follicular thyroid carcinomas, which are derived from thyroid follicular epithelial cells. About 5% of cases are medullary thyroid cancer, derived from neuroendocrine parafollicular cells that secrete calcitonin. Approximately 1% of thyroid cancers are anaplastic, a dedifferentiated tumor, or tumors of non-thyroid origin, such as sarcoma and lymphoma. Papillary thyroid cancer is usually treated with total thyroidectomy, with or without lymphadenectomy. If the tumor takes up iodine, radioactive iodine can be used to destroy any remaining tumor, but there are no chemotherapeutic or directed therapies used regularly. Early stages of medullary thyroid cancer are treated similarly, but due to its aggressiveness, aggressive treatment with lymphadenectomy and radiation is done more frequently [2]. Additionally, advanced medullary cancer can now be treated with adjuvant targeted therapies: recently FDA approved tyrosine kinase inhibitors, Vandetanib and Cabozantinib [3]. There are also drugs undergoing clinical trials to treat thyroid cancer: Sorafenib, Pazopanib, and Sunitinib. All three of these drugs inhibit VEGFR-1, -2, -3, and PDGFR-β. In addition, Sorafenib also inhibits Raf-1 and B-Raf; Pazopanib also inhibits FGFR-1, -3, c-kit and c-fms; and Sunitinib also inhibits RET. These are similar to the approved drugs: Vandetanib which targets RET, VEGFR, and EGFR; and Cabozantinib which also inhibits RET and VEGFR2 and additionally inhibits c-met [4]. While thyroid cancer can be curable with resection of low stage tumors, especially papillary thyroid cancer, new treatments are needed for advanced differentiated cancers with radioiodine resistance.

In order to overcome the current radioiodine resistance within thyroid cancer, identifying and targeting other proteins of interest may work in tandem to effectively treat thyroid cancer. Focal Adhesion Kinase (FAK) is one of these targets. FAK is expressed in all cells at a low basal level, however it is significantly overexpressed in a majority of solid tumors, including papillary carcinomas, with even higher levels of expression in metastatic tumors [5]. The focal adhesion complexes where FAK resides not only helps tether the cell to the extracellular matrix, but also is a hub for signal transduction, mediated by FAK. FAK's autophosphorylation site at Y397 allows for the binding of Src, PI3 kinase, Grb-7, Shc, and other SH2 domain containing proteins. The binding of Src to the phosphorylated Y397 leads to downstream signaling and mediates the further phosphorylation of FAK [6]. Activation of FAK results in increased cell survival, motility, and proliferation, leading to angiogenesis, metastasis, and invasion of tumors. FAK is therefore identified as a promising cancer drug target.

One FAK inhibitor, PF-04554878, is in a phase I clinical trial for ovarian cancer (clinical trial #NCT01778803) [7]. Recently a FAK autophosphorylation inhibitor was identified: 1,2,4,5-Benzenetetraamine tetrahyrdrochloride (called Y15) [8]. Y15 treatment *in vitro* resulted in decreased cell viability, increased detachment, and increased apoptosis in colon cancer cells [9], breast cancer cells, and melanoma [8]. Y15 was also tested *in vivo* using colon cancer cell lines and caused decreased tumor growth. It also demonstrated an enhancement in tumor growth inhibition when combined with 5-FU and oxaliplatin [9]. The mechanism by which Y15 affects thyroid cells is still unknown although other tyrosine kinase inhibitors have been shown to be effective. In this report, we compared the effect of Y15 in different thyroid cancer cell lines, compared gene expression in three papillary thyroid cell lines in response to Y15 and also compared the effect of Y15 and PF-04554878 inhibitors in a medullary cell line, TT.

## MATERIALS AND METHODS

### Cell lines and culture conditions

The thyroid cancer cell lines: TPC1, TT and BCPAP were maintained according to protocol in RPMI plus 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (37 °C, in 5% CO2). K1 was maintained in a 2:1:1 ratio of Dulbecco's modified Eagle, Ham's F-12, and MCDB 105 mediums plus 2mM Glutamine, %10 FBS and 1% penicillin/streptomycin.

### Antibodies

Monoclonal (clone 4.47) anti-FAK antibody (Millipore) and polyclonal anti-phospho-Tyr397 FAK antibody (Enzo) were used to detect total and phosphorylated FAK. Monoclonal GAPDH antibody was used for a loading control (Invitrogen). Secondary mouse (from sheep) and rabbit (from donkey) horseradish peroxidase linked IgG (GE Healthcare UK Unlimited) were used for the secondary antibodies.

### Small molecule inhibitors

1,2,4,5-Benzenetetraamine tetrahyrdrochloride (Y15) is an allosteric FAK inhibitor and was ordered from Sigma. Y15 was dissolved in 1× PBS at a concentration of 25 mM and stored at −20 °C. Pazopanib, Sunitinib, and Sorafenib were ordered from LC Laboratories and reconstituted in DMSO at a concentration of 25mM. Cabozantinib was ordered from Selleck Chem and solubilized in DMSO at 25mM. PF-04554878 was obtained from Adooq Bioscience and dissolved in DMSO to concentration of 25mM.

### Western blot analysis

Cells were washed with 1× PBS and collected by trypsinization. Collected cells were incubated on ice in lysis buffer [50 mM TRIS-HCl (pH 7.5), 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 10% glycerol] with protease inhibitors (10 μg/mL leupeptin, 10 μg/mL PMSF, 1 μg/mL aprotinin, 1 mM sodium vanadate and 5 mM sodium fluoride) for 30 min. Lysed cells were spun in a centrifuge to collect protein samples which were stored at −80 °C. Protein samples (15 μg) were separated using electrophoresis and transferred onto an Immobilon-P PVDF membrane (Millipore), then incubated for one hour in 1% BSA/0.01% Tween-20 in PBS. The membranes were washed three times with 0.01% Tween-20 in PBS and then were incubated with primary antibody for one hour. The membranes were again washed three times with 0.01% Tween-20 in PBS before and after being incubated in secondary antibody for one hour. The membranes were then developed with Western Lightning Plus-ECL Enhanced Luminol Reagent Plus (PerkinElmer). Photoshop and Illustrator were used to prepare images from scanned films.

### Viability

Cells were seeded onto 96-well plates (10,000 cells per well in 100 μL of medium plus 10% FBS and 1% penicillin/streptomycin). Twenty-four hours following inhibitor treatment, 20 μL of Cell Titer 96 Aqueous One Solution Cell Proliferation Assay (Promega) was added to each well. After two hours of incubation with reagent and the plate was read with the Gen 5 1.07 microplate reader at 490 nm. Each sample was analyzed in triplicate.

### Clonogenicity

Two 6-well plates were seeded with TPC1 and K1 cells at a concentration of 500 cells per well in 2 mL of media. BCPAP cells were plated at 1500 cells and 2mL of media per well. After overnight incubation (37 °C, 5% CO2), each well was treated with a different Y15 doses and left to incubate. After 14 days the media was aspirated from each well and a solution of 1% methylene blue and 50% methanol was added. The cells were incubated in this solution for 30 minutes to fixate and stain them. The colony number in each well was counted in duplicate plates.

### Detachment

Six-well plates were seeded with TPC1, K1, BCPAP and TT cells in respective media at a concentration of 2 × 10^6 and allowed to incubate overnight to attach to the plate. After 24 hours, each well was treated with a specific Y15 dose. After an additional 24 hours, the media from each well was collected and the number of unattached cells in each well was counted three times with a hemocytometer. The attached cells were collected with trypsinization and counted in the same manner. For each treatment condition the average percent of detached cells was calculated by dividing the number of detached cells by the number of total (attached plus detached) cells.

### Apoptosis

Apoptosis assay was done with PE Annexin V Apoptosis Detection Kit (BD) to identify apoptotic nuclei. One hundred millimeter plates were seeded with TPC1, K1, BCPAP and TT cells at a concentration of 1 × 10^6 cells in normal growth media. After overnight incubation, plates were treated with one of several doses of Y15 or left untreated. After another 24 h of incubation, cells were collected with trypsin, and following centrifugation, were washed with 1× PBS. Again, cells were centrifuged, PBS was removed and cells were resuspended in binding buffer and filtered through BD mesh tubes. Annexin V and 7-AAD were added to the solution, vortexed and incubated for 15 minutes in the dark. Binding buffer was added and the cells were analyzed by flow cytometry within 1 hour.

### IC50 Curve Calculation

GraphPad Prism 6 software was used to graph cell viability data. Raw data was matched to nonlinear regression dynamic fitting curves for dose inhibition. Statistical analyses were done using this program and inhibitory concentration at 50% were calculated using 3 or 4 parameter variable slope log inhibitor response curves.

### Microarray Assay

Microarray assay was used to detect the changes in gene expression between cell lines and with Y15 and PF-04554878 treatment. One hundred millimeter plates were seeded with 1×10^6^ cells of TT cells. After incubating 24 hours to allow cell attachment the plates were treated with 10 μM Y15 and 10 μM PF-04554878 in duplicate and two plates were left untreated. The plates were allowed to incubate for 24 hours and then the cells were collected. The cells were submitted for gene expression profiling to the gene microarray facility. HumanRef 8 whole genome gene expression array and direct hybridization assay (Illumina) was used to derive cDNA from 500ng total RNA. The Ambion Illumina Total Prep RNA Amplification Kit (Ambion) was used to make biotin-labeled cRNA via *in vitro* transcription of the cDNA. Illumina HumanRef-8 v3 Bead Chips were made through labeling and hybridizing probes at 58 ° C overnight and then the fluorescence of each probe was measured; the Bead Chips were analyzed with the Illumina Bead Array. The data were entered into the NCBI Database with GEO accession numbers GSE55619 and GSE55603.

### Bioinformatics and Statistical Analysis

The microarray data were analyzed by the R-based Bioconductor package. The expression intensity was converted to a log2 scale and then the Quantile normalization algorithm was used to normalize; according to the lumi model. Next, the limma program was used to calculate the degree of expression for each gene. A significant difference in gene expression was represented by p-value <0.05 and fold change at least 1.2.

### Statistics

Student's t-test in Excel was used to calculate p-values for determining statistical significance between values for MTS, detachment, and apoptosis assays. Threshold for p-value was set to <0.05.

## RESULTS

### Thyroid cancer cells expressed variable levels of total and phosphorylated FAK, which decreased with Y15 treatment

At first, we compared the level of expression of FAK in untreated thyroid cancer cell lines (Figure 1). The medullary cell line, TT, had comparatively low levels of total FAK but a high level of phosphorylated FAK at tyrosine 397 (pY397). In the papillary cell lines, TPC1 had high levels of total FAK, but even higher expression of pY397 FAK. K1, another papillary cell line, had intermediate expression of both FAK and pY397 FAK and BCPAP, also a papillary cell line, had lower levels of total FAK and intermediate expression of Y397, which was the lowest expression of Y397 among all the cell lines (Figure 1). Thus, all thyroid cell lines expressed variable (intermediate and high) levels of Y397-FAK and FAK.

**Figure 1:**
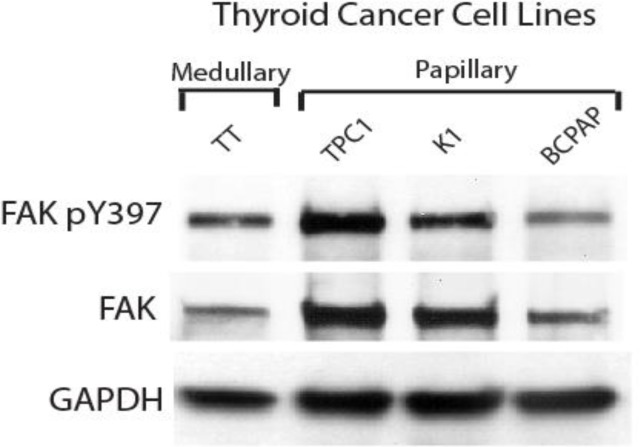
Expression of pY397 FAK and FAK in thyroid cancer cell lines Western blotting demonstrated expression of phosphorylated and total FAK between untreated medullary and papillary thyroid cancer cell lines.

In order to investigate the effect of Y15 on autophosphorylated and total FAK expression Western blotting was performed with Y397-FAK and FAK antibodies in TPC1, BCPAP, K1 and TT cell lines. In each cell line Y15 inhibited pY397 and total FAK expression in a dose-dependent manner. TT was the most sensitive cell line with effective inhibition of pY397 expression by 3 μM Y15 (Figure 2A). TPC1 cells had inhibition of phosphorylated FAK and total FAK expression at 30 μM Y15 (Figure 2B). K1 had Y397-FAK and FAK inhibition at 50 μM (Figure 2C) and BCPAP had inhibition of pY397 and FAK expression levels at 40 μM Y15 (Figure 2D). Thus, Y15 decreased pY397 and total FAK levels in a dose-dependent manner, most in the medullary thyroid cancer cell line and to a lesser extent in the papillary thyroid cancer cell lines.

**Figure 2:**
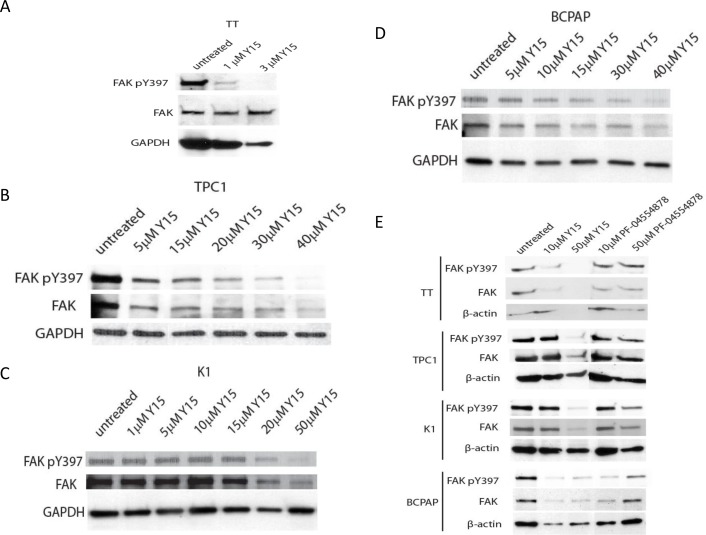
Y15 decreased pY397 FAK and FAK expression in a dose-dependent manner in thyroid cancer cell lines Western blot demonstrated Y15 decreased expression of phosphorylated and total FAK in four thyroid cancer cell lines in a dose-dependent manner. **(A)** In medullary cell line TT Y397-FAK expression effectively decreased at 3 μM with Y15 treatment. In papillary cell lines expression of Y397-FAK and FAK is also decreased by Y15: in TPC1 at 30 μM **(B)**, in K1 at 50 μM **(C)**, and in BCPAP at 40 μM **(D)**. **(E)** PF-04554878 decreased less pY397 FAK and FAK expression than Y15. PF-04554878 decreased Y397 FAK/FAK expression in TT, TPC1, K1, or BCPAP cell lines less than Y15 inhibitor.

We also tested the effect of the Pfizer inhibitor PF-04554878 (now VS-6063) on thyroid cancer cell lines to compare with Y15 inhibitor. In TT, TPC1, K1, and BCPAP cells PF04554878 did not change the expression of Y397 FAK and FAK as much as Y15 (Figure 2E). Thus, PF-04554878 had less effect on Y397 FAK and FAK expression compared to Y15 inhibitor.

### Y15 inhibited cell viability in a dose-dependent manner in all thyroid cancer cell lines

Next we evaluated the effect of FAK inhibitor, Y15, on cell viability. MTS assay was completed using a range of Y15 doses on all cell lines (TT, K1, BCPAP, and TPC1, respectively).Y15 inhibited cell viability in a dose-dependent manner across all thyroid cell lines evaluated (Figure 3A). The medullary cell line, TT, was most sensitive, with significant inhibition of viability after 3 μM Y15 treatment, compared to untreated cells (p<0.05). Papillary cell line, K1, also demonstrated statistically significant inhibition of viability when treated with Y15 above 3 μM dose, but only showed small decreases with higher doses. BCPAP and TPC1 cell viabilities were significantly inhibited with Y15 treatment at the 5 and 6 μM dose, respectively. In conclusion, Y15 inhibited viability in all four thyroid cancer cell lines in a dose-dependent manner.

**Figure 3:**
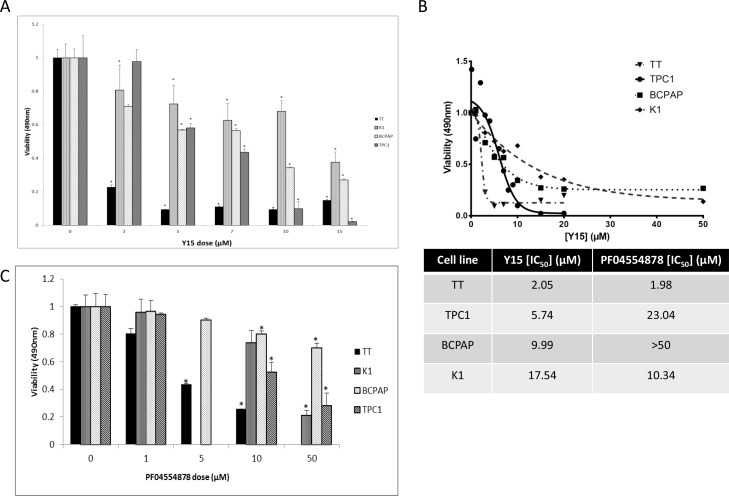
Y15 and PF-04554878 decreased cell viability in a dose-dependent manner in thyroid cancer cell lines **(A)** MTS assay demonstrated Y15 inhibited cell viability in a dose-dependent manner in four thyroid cancer cell lines. **(B)** Upper panel: The inhibitor response curves demonstrated cell line response to Y15. Lower panel: IC50 values calculated using GraphPad Prism from each Y15 dose response curve as described in Materials and Methods. The TT cell line had a greater response than TPC1, which had a greater response than BCPAP, which had a greater response than K1. Right panel: IC_50_ values calculated for PF-04554878 inhibitor compared to Y15 calculated from Figure 3C. **(C)** MTS assay demonstrated PF-04554878 inhibited cell viability in four thyroid cancer cell lines. *p<0.05 by Student's t-test.

IC_50_ values of each cell line were calculated as described in Materials and Methods and are shown in Figure 3B (Figure 3B). IC_50_ values allow determination of sensitivity by cell viability of these cells to Y15: in decreasing sensitivity order TT, TPC1, BCPAP, and K1 that was consistent with decreased Y397-FAK levels by Y15 in these cells.

In addition we tested cell viability with PF-04554878 in MTS assays with the same four cell lines (Figure 3C). PF-04554878 decreased cell viability in a dose-dependent manner in all cell lines, but in most cell lines at higher doses compared with Y15 treatment. IC_50_ concentrations were also calculated for PF-04554878. IC_50_ values for TT was 1.98, TPC1 was 23.04, K1 was 10.34 and BCPAP was >50 μM (Figure 3B). TPC1 and BCPAP cell lines were more resistant to PF-04554878 than Y15 and decreased Y397-FAK less with PF-04554878 than Y15 (Figure 2E). Thus, TPC1 and BCPAP thyroid cell lines are more sensitive to Y15 than to PF-04554878 inhibitor, K1 cells are more sensitive to PF-04554878, and TT cells have similar sensitivities to both inhibitor suggesting different mechanisms of both inhibitors.

### Y15 increased detachment in each cell line in a dose-dependent manner

In order to understand the mechanism of Y15 and its role on FAK function in thyroid cells, the detachment assays were completed with Y15 treatment. Each cell line was treated with an increasing concentration of Y15 and detachment of these cells was evaluated. All cell lines demonstrated increased detachment with Y15 treatment in a dose-dependent manner (Figure 4). The medullary cell line, TT, was most sensitive to Y15 treatment with >90% detachment at over 5 μM Y15, which is consistent with low IC_50_ concentration and Y397-FAK in response to Y15. The papillary cell lines; BCPAP, K1 and TPC1; had >90% detachment at higher doses: 50-100 μM. In summary, Y15 caused effective dose-dependent detachment in all thyroid cancer cell lines.

**Figure 4:**
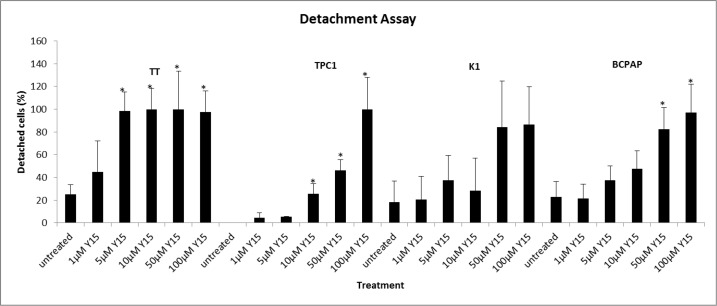
Y15 increased detachment in a dose-dependent manner in thyroid cancer cell lines Detachment assay demonstrated that Y15 increased detachment in TT, TPC1, K1, and BCPAP thyroid cancer cells in a dose-dependent manner. *p<0.05 by Student's t-test.

### Y15 decreased clonogenicity in papillary thyroid cancer cell lines in a dose-dependent manner

To further evaluate the effect of FAK inhibition on the papillary thyroid cell lines (K1, BCPAP and TPC1), clonogenicity assay was performed with Y15 treatment. Y15 caused decreased colony formation in each cell line in a dose-dependent manner (Figure 5A). K1 demonstrated the least response, with over 50% colony inhibition at 8 μM Y15, which is consistent with this cell line having the highest IC_50_ value by MTS assay. BCPAP was the cell line that showed the most response with inhibition of over 50% of colonies at 3 μM Y15. TPC1 cells demonstrated a response in between, with over 50% inhibition of colonies at 5 μM Y15. The colony counts were graphed to better visualize the difference between the three cell lines (Figure 5B). Thus, Y15 caused dose-dependent decrease of colony formation in all papillary thyroid cancer cell lines.

**Figure 5:**
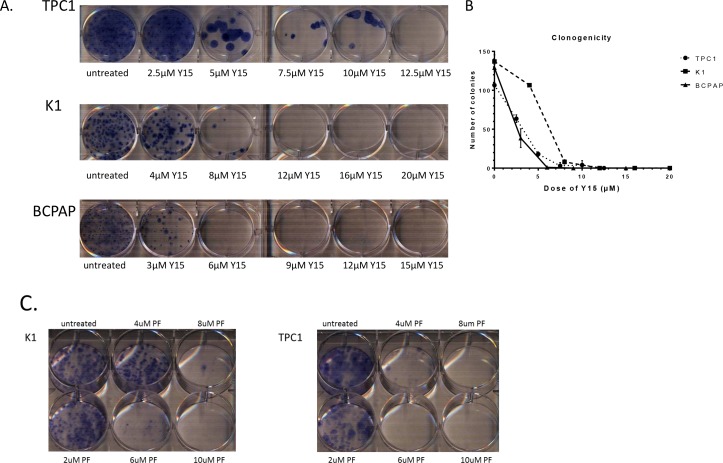
Y15 and PF-04554878 decreased clonogenicity in a dose-dependent manner in papillary thyroid cancer cell lines **(A)** Clonogenicity assay demonstrated colony growth decreased with Y15 treatment in papillary thyroid cancer TPC1, K1, and BCPAP cells. **(B)** Colony counts from the clonogenicity assay with TPC1, K1 and BCPAP cells demonstrates complete inhibition of colony formation with Y15 at 12.5 μM in TPC1, 12 μM in K1, and 6 μM in BCPAP. **(C)** Colony growth is inhibited by PF-04554878 in a dose-dependent manner in papillary thyroid cancer K1 and TPC1 cells. *p<0.05 by Student's t-test.

In addition, we tested the effect of PF-04554878 inhibitor on clonogenicity in TPC1 and K1 papillary thyroid cancer cells. In both cell lines PF-04554878 decreased colony growth. Complete colony inhibition was found in 6 μM and 8 μM in TPC1 and K1, respectively (Figure 5C). Thus, PF inhibitor also effectively dose-dependently decreased colony formation in papillary thyroid cancer cell lines.

### Y15 treatment increased necrosis in papillary and medullary thyroid cancer cell lines

Next, we analyzed cell death effects of Y15 in thyroid cancer cell lines by Annexin staining. Cells were treated with increasing doses of Y15 and apoptosis assay was performed with Annexin V/7AAD staining by flow cytometry. The necrosis increased in a dose dependent manner. As demonstrated previously in the MTS assay, the medullary cell line, TT, was most sensitive to Y15 treatment as seen in the lower doses of Y15 that were used. These results demonstrated an increase of cell death even at the lowest dose of Y15 (5 μM), inducing cell death in 45.33% of TT cells (Figure 6A). Conversely, the three papillary cell lines, TPC1, BCPAP, and K1, when treated with higher concentrations of Y15 induced statistically significant, p <0.05, necrosis at 50 μM 86%, 76.9%, and 68.7% necrosis, respectively compared to minimal levels in untreated control cells (0.82%, 1.61%, and 0.38%) (Figure 6B). Thus, Y15 caused a dose-dependent increase in cell death in all thyroid cell lines.

**Figure 6:**
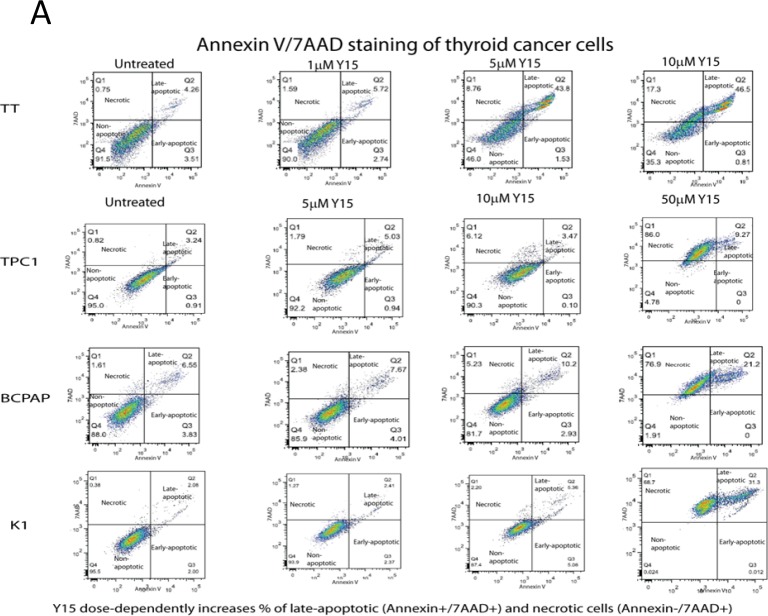

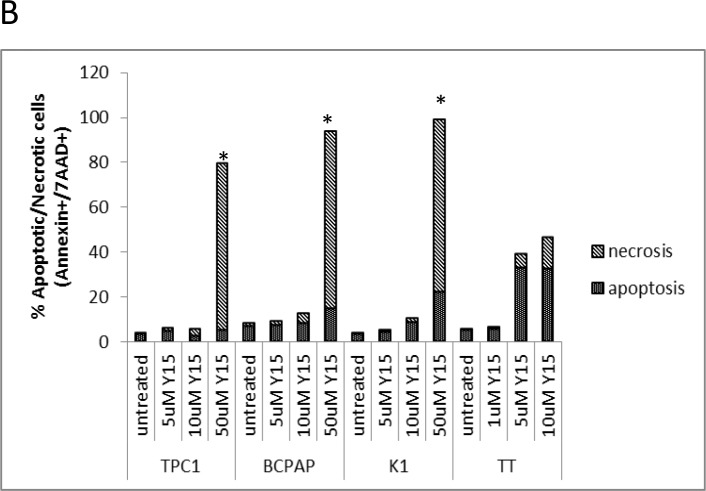
Y15 increased necrosis in a dose-dependent manner in thyroid cancer cell lines **(A)** Y15 treated cells demonstrated dose-dependent increase of necrosis detected by staining with Annexin V and Propidium iodide in four thyroid cancer cell lines. **(B)** Y15 increased necrosis in a dose-dependent manner in thyroid cancer cell lines, with statistical significance found at 50 μM doses in TPC1, BCPAP, and K1. *p<0.05 by Student's t-test.

### Papillary thyroid cancer cell lines have common and unique gene changes in response to Y15

In order to detect and compare gene changes in response to Y15 treatment between cell lines, microarray assay was performed in untreated and Y15 treated papillary thyroid cell lines. 

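Gene expression was measured on Illumina bead arrays in the papillary thyroid cancer cell lines TPC1, BCPAP and K1, untreated or treated with Y15, a small molecule inhibitor of FAK, the focal adhesion kinase encoded by PTK2. There were 12 arrays, with 2 in each of 6 groups. The deposited description of the arrays gives 10 µM Y15 for 24 hours, and the methods state this dose and time for TT cells. The methods describe plates treated in duplicate for TT cells, and for these 3 lines the samples are given as duplicates with no statement on plates. The p-values measure the spread between these samples.
The authors deposited the signal intensity of each probe with its detection p-value, and log2 values after quantile normalization. The number of probes above background, at a detection p under 0.05, was 20376 and 19788 on the arrays of untreated TPC1, 19203 and 18834 of TPC1 with Y15, 18268 and 16004 of untreated BCPAP, 18701 and 19300 of BCPAP with Y15, 19340 and 19676 of untreated K1, and 18735 and 18883 of K1 with Y15. Mean signal per array ran from 215.4 in replicate 2 of untreated BCPAP to 393 in replicate 2 of untreated K1.
Signal intensities were converted to log2 and quantile normalized as in the methods, and 12379 genes above background on both arrays of at least 1 group were tested with limma over the 12 arrays. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called higher or lower. A gene is represented by its brightest probe. The number of arrays limits the precision, and quantile normalization gives each array the same distribution of signal. With median centring in its place the median log2 change of all genes was -0.21 in TPC1, 0.24 in BCPAP and -0.10 in K1. That median was taken over all probes, of which 33.8% to 43.1% were above background on an array. Median centring thus sets the background level alike and leaves differences in the brightness of the arrays. In addition, 25 lists of genes of pathways, cell types and complexes were fixed before the data were examined, and 23 of them with at least 5 measured genes were tested with camera of limma at a preset correlation of 0.01. The list p-values were adjusted over 69 combinations of list and line.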

The heat map of significant gene changes by Y15 in TPC1, BCPAP and K1 cell lines are shown in Figure 7A (Figure 7A). 

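The cell line separated the arrays more than Y15 did. Over 5264 genes called in at least 1 line, the arrays clustered first into the 3 cell lines, and at 4 clusters the TPC1 arrays split into untreated and treated. At 6 clusters BCPAP also split by treatment, and in K1 replicate 1 with Y15 stood alone while replicate 2 with Y15 stayed with the untreated K1 arrays. The genes clustered were called for Y15 on these same arrays, which favours a split by treatment. The first and second principal components of the 12379 genes, with 46.7% and 31% of the variance, set the lines apart. On the third component, with 13.1%, every Y15 array lay below the untreated arrays of its line.
Across genes, which are not independent replicates, the log2 signals of the untreated replicates had a correlation of 0.998 in TPC1, 0.993 in BCPAP and 0.997 in K1. With Y15 it was 0.997 in TPC1, 0.996 in BCPAP and 0.979 in K1. Relative to untreated K1 cells, 269 genes differed over 2-fold on the array of K1 replicate 1 with Y15 and 35 on that of replicate 2. Regressed on the mean change of TPC1 and BCPAP, the change of K1 replicate 1 had a slope of 0.788 and that of replicate 2 a slope of 0.263.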

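In TPC1 cells Y15 raised HSPA6, an inducible heat shock protein 70, and CXCL8, a neutrophil chemokine, and lowered KCNJ16, a potassium channel subunit. HSPA6 was at least 19.2-fold higher on its brighter probe, which was not above background in untreated TPC1 cells (adjusted p = 4.86e-10 from limma), and rose by a log2 change of 1.82 on the other (adjusted p = 7.75e-07), and CXCL8 rose by a log2 change of 3.54 (standard error 0.121, adjusted p = 1.52e-08). KCNJ16 fell by 2.85 on the log2 scale (standard error 0.0996, adjusted p = 1.62e-08). In BCPAP cells SPRR2D, a cornified envelope protein, rose by a log2 change of 2.32 (standard error 0.104, adjusted p = 2.93e-07), while COL8A1, a collagen, fell by 1.69 (adjusted p = 4.17e-06) and CPA4, a carboxypeptidase, fell by 1.50 (adjusted p = 2.3e-06). In K1 cells FGFBP1, which carries fibroblast growth factors, fell by 2.28 (standard error 0.0926, adjusted p = 5.89e-07) and ESM1, a secreted proteoglycan, rose by 1.68 (adjusted p = 1.03e-05). Other probes of COL8A1 fell by 1.46 and 0.38 in BCPAP and that of ESM1 rose by 0.53 in K1, all called. On each of these the 2 Y15 arrays lay on the same side of both untreated arrays, and with median centring ESM1 was not called (adjusted p = 0.0538). The effect of Y15 differed between the lines for all 8 genes (adjusted p from 1.01e-07 for HSPA6 to 0.00267 for COL8A1, F test of limma). The 8 genes were picked on the same values, which favours a difference. KCNJ16 also fell in K1, by 1.47 (adjusted p = 2.04e-05 from limma), and COL8A1 was called lower in TPC1 and K1 too (log2 changes -0.91 and -0.73). In BCPAP HSPA6 rose by 2.24 (adjusted p = 2.77e-07) and ESM1 was called higher (0.52). For the 4 that fell, 1 or both other lines had an untreated signal too near background to show a fall as large. One of that size there is not excluded. GDF15 and ASNS rose more than SPRR2D in BCPAP and more than ESM1 in K1, and KIF20A fell more than COL8A1 in BCPAP. For GDF15, ASNS and KIF20A a difference between the lines was not called (adjusted p = 0.482, 0.353 and 0.549, F test of limma).
At an adjusted p under 0.05, 3888 genes were called in TPC1 (1898 higher and 1990 lower), 2012 in BCPAP (1071 and 941) and 1306 in K1 (572 and 734). With median centring 140 genes were called in K1, 7 higher and 133 lower, and with neqc background correction 815. Over 2-fold at an unadjusted p under 0.05 there were 399 genes in TPC1, 122 in BCPAP and 75 in K1. These counts were 1048, 430 and 284 with neqc. With median centring they were 781 (84 higher and 697 lower), 386 (382 and 4) and 148 (20 and 128). Across genes the log2 changes correlated between lines with r from 0.404 for BCPAP and K1 to 0.599 for TPC1 and K1.
The K1 counts rest on single arrays and on the spread shared by all lines. Without replicate 2 with Y15, 3550 genes were called in K1 and 268 changed over 2-fold, without replicate 1 with Y15 the latter was 35, and without untreated replicate 1 or 2 there were 361 or 389 calls. With the 4 K1 arrays alone limma called 0 genes, with 1995 at an unadjusted p under 0.05, so each K1 call rests on the spread of the other lines. Leaving out 1 array gave 779, 1162 and 1171 calls in BCPAP without Y15 replicate 1, Y15 replicate 2 and untreated replicate 2, and 2378, 2447 and 2529 in TPC1 without untreated replicate 1, Y15 replicate 2 and untreated replicate 2.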

Distinct gene changes over two-fold were found in TPC1, BCPAP, and K1 cell lines with Y15 treatment as seen in the heat maps (Figure 7B). 

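Genes changed over 2-fold in all 3 lines numbered 16, of which 8 were higher and 8 were lower with Y15, in the same direction in each line. The higher ones included ATF3, a stress-induced transcription factor, and the lower ones included CCNB2, CDKN3 and NUSAP1, which act in cell division. Independent lists of these lengths would share 0.0238 genes. TPC1 and BCPAP shared 51 genes (32 higher and 19 lower, 3.93 from independent lists), TPC1 and K1 shared 34 (13 and 21, 2.42 from independent lists), and BCPAP and K1 shared 24 (15 and 9, 0.739 from independent lists). No shared gene moved in opposite directions.
With an adjusted p under 0.05 asked of each line, 10 genes remained among those shared by the 3 lines. At the unadjusted p, 48 genes were shared with neqc background correction, 21 higher and 27 lower. With median centring there were 10, 9 higher and 1 lower. The number shared at the unadjusted p also depended on the K1 arrays with Y15. It was higher without replicate 2 and lower without replicate 1.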

The overlap between genes changed was relatively small with only 13 genes changed over two-fold that were changed in TPC1, BCPAP and K1. 

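The genes over 2-fold higher in TPC1, BCPAP and K1 at an unadjusted p under 0.05 were ASNS, ATF3, GDF15, IL24, PPP1R15A, PSAT1, SOD2 and TRIB3, and those over 2-fold lower were ASPM, CAVIN3, CCNB2, CDKN3, CENPA, CGNL1, KIF20A and NUSAP1. Of these, ATF3 (adjusted p = 0.0687), PPP1R15A (0.0742), ASPM (0.112), CCNB2 (0.0543), KIF20A (0.0612) and NUSAP1 (0.0764) did not pass the adjusted threshold in K1, nor did ASPM (0.0565), CCNB2 (0.0793) and NUSAP1 (0.104) in BCPAP. IL24, a cytokine of the interleukin 10 family, was at least 6.31-fold higher in TPC1, where untreated cells were not above background (adjusted p = 4.87e-05), and rose by a log2 change of 1.92 in BCPAP (adjusted p = 0.00146) and 1.44 in K1 (adjusted p = 0.0104), with a standard error of 0.289. Its other probe had log2 changes of 0.82, 0.85 and 1.45 and was called in K1 but not in TPC1 or BCPAP (adjusted p = 0.125 and 0.151). PSAT1, an enzyme of serine synthesis, rose by 1.96, 1.64 and 1.55 in TPC1, BCPAP and K1 (standard error 0.317, adjusted p = 0.000736, 0.00569 and 0.0117). CGNL1, a protein of cell junctions, fell by 2.40, 1.50 and 1.99 (standard error 0.256, adjusted p = 4.32e-05, 0.00298 and 0.000988), and CAVIN3, a protein of caveolae, fell by 1.57, 1.12 and 1.08 (standard error 0.217, adjusted p = 0.000265, 0.00578 and 0.0106). The effect of Y15 was not called different between the lines for any of these 4 genes (adjusted p from 0.121 to 0.767).
Of the 25 genes of Table S1, 11 were called higher and 13 lower in TPC1, 11 and 9 in BCPAP, and 9 and 5 in K1, and 6 of the 25 had a different effect between the lines. The study chose these genes on these arrays. The 16 genes over 2-fold in all lines included 13 of the table.
Without either untreated K1 array the K1 calls of IL24, PSAT1 and CAVIN3 ended (adjusted p from 0.0714 to 0.0841), as did those of CAVIN3 in BCPAP without untreated replicate 2 or Y15 replicate 2 (0.0551 and 0.051) and of PSAT1 in BCPAP without Y15 replicate 1 (0.0503). With median centring they ended for these 3 genes in K1 (0.0838 to 0.13) and for CAVIN3 and CGNL1 in BCPAP (0.197 and 0.129).

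**Figure D1:**
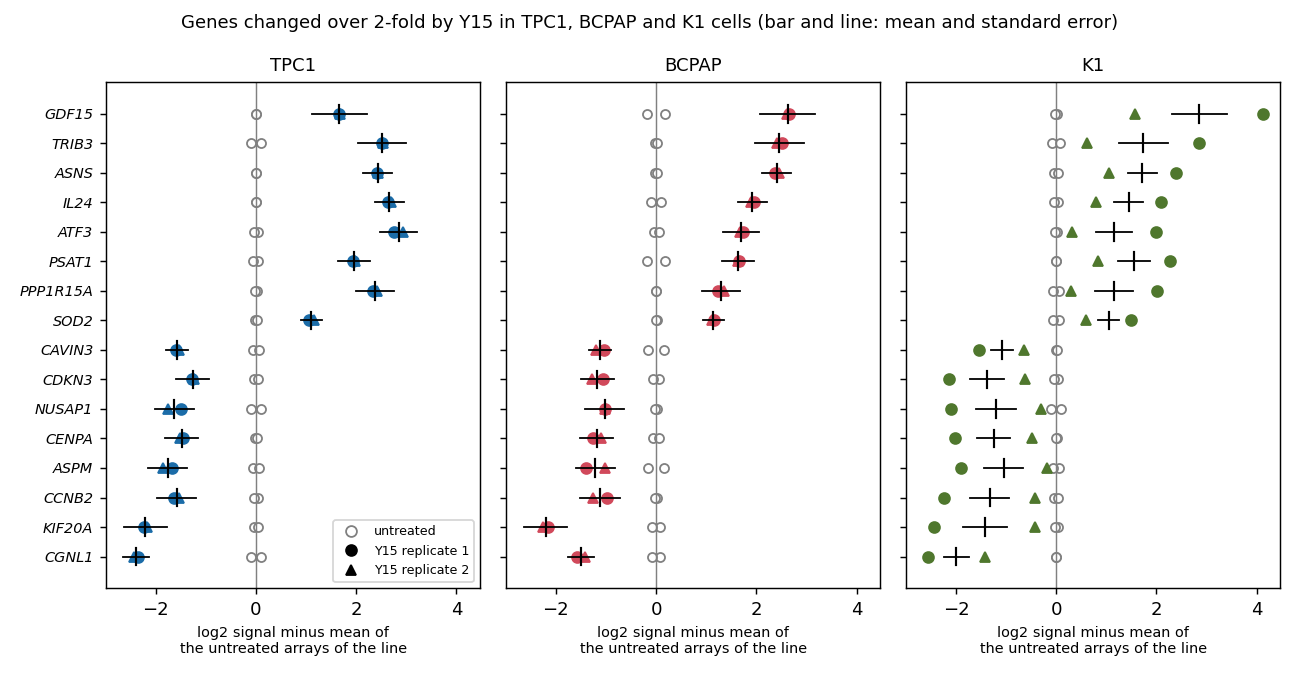
Log2 signal of the 16 genes changed over 2-fold by Y15 in TPC1, BCPAP and K1 cells, relative to the mean of the untreated arrays of the same line. Open circles are the 2 untreated arrays, filled circles and triangles are replicates 1 and 2 with Y15, and each bar with its line is the mean and the standard error from limma. In K1 replicate 2 lay nearer to the untreated arrays than replicate 1 for every gene shown.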

The gene expression changes in response to Y15 common among TPC1, BCPAP, and K1 cell lines are shown in Table S1. 

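In TPC1 cells Y15 raised HMOX1, TXNRD1 and CDKN1A and lowered AIF1L, SLC17A3 and IGFBP3. HMOX1, heme oxygenase 1, rose by a log2 change of 3.55 (standard error 0.330, adjusted p = 1.56e-05 from limma), TXNRD1, a thioredoxin reductase, by 2.38 (adjusted p = 2.78e-05; 1.62 on its other probe), and CDKN1A, the cell cycle inhibitor p21, by 2.31 (standard error 0.151, adjusted p = 1.37e-06). LCP1, an actin bundling protein, rose by 2.50 (adjusted p = 1.52e-08). AIF1L, another actin binding protein, fell by 2.36 on the log2 scale (adjusted p = 1.52e-08; by 1.60 on its other probe), SLC17A3, a transporter, by 2.35 (adjusted p = 1.52e-08) and IGFBP3, a binding protein of insulin-like growth factors, by 2.29 (adjusted p = 1.44e-07). The effect differed between the lines for each of these 7 genes (adjusted p from 3.37e-07 to 0.00629, F test), although CDKN1A also rose in BCPAP (0.71, adjusted p = 0.00945) and K1 (1.11, adjusted p = 0.00141). The 7 genes were picked on the same values, which favours a difference. TXNRD1 rose in K1 as well, by 1.20 on 1 probe and 1.42 on the other, both called. The change of LCP1 in TPC1 exceeded that in BCPAP by 1.79 and that in K1 by 2.63. The other probe of CDKN1A, near background, rose by 0.49 in TPC1 and was not called in K1 (0.17, adjusted p = 0.176). AIF1L and SLC17A3 in BCPAP and K1, and IGFBP3 in BCPAP, had too little signal without Y15 to show a fall as large as in TPC1.
Of 24 measured p53 target genes, 18 were higher in TPC1, 0 were lower and 6 did not pass the test (18 higher when adjusted over the list alone), with a median log2 change of 0.61. In BCPAP 9 were higher and 2 lower (11 and 2 over the list alone), and in K1 6 were higher (9 higher and 1 lower over the list alone). Camera called the list in each line, with adjusted p = 0.0730, 0.290 and 0.261 in TPC1, BCPAP and K1 with an estimated correlation. Its change in TPC1 was above that in BCPAP (adjusted p = 6.64e-06) and K1 (adjusted p = 5.96e-09), which became 0.170 and 0.0708 with an estimated correlation. Of 23 targets of NRF2, the regulator of the oxidative stress response, 11 were higher and 3 lower in TPC1, 8 were higher in BCPAP and 8 in K1 (11 and 3, 10, and 19 over the list alone). This list was called in each line, with adjusted p = 0.577, 0.453 and 0.261 with an estimated correlation. Its median log2 change was 0.19 in TPC1, 0.38 in BCPAP and 0.42 in K1, with 0.67 in K1 replicate 1 and 0.21 in replicate 2. The study named 2 genes of each list from these arrays.
All 27 genes of Table S2 were called in TPC1, 12 higher and 15 lower. Of them, 26 changed over 2-fold and 25 had a different effect between the lines. The study chose these genes on these arrays as specific to TPC1, so the counts are no separate support.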

The unique genes significantly changed in Y15 treated TPC1 cells are listed in Table S2. Similarly, genes significantly changed in Y15-treated K1 and BCPAP cells are listed in Table S3 and Table S4. Conversely there were 317, 59, and 36 specific genes changed over two-fold in each TPC1, BCPAP, and K1 respectively. 

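In K1 cells Y15 raised MMP3, a matrix metalloproteinase, and PTGS2, cyclooxygenase 2, and lowered COL6A3, a collagen VI chain, and MXRA5, a matrix protein. MMP3 rose by a log2 change of 2.77 (standard error 0.546, adjusted p = 0.00961 from limma) and PTGS2 by 2.07 (standard error 0.458, adjusted p = 0.0167; 1.35 and adjusted p = 0.0387 on its other probe). MMP3 also rose over 2-fold in BCPAP, at an unadjusted p under 0.05. COL6A3 fell by 1.57 on the log2 scale (standard error 0.153, adjusted p = 0.000205) and MXRA5 by 1.48 (standard error 0.107, adjusted p = 3.12e-05). In BCPAP cells LAMB3, a laminin chain, rose by 1.39 and CADM1, an adhesion molecule, fell by 1.30, both with an adjusted p of 7.26e-05. The 2 other probes of LAMB3, near background, were not called in BCPAP (log2 change 0.28 and 0.06, adjusted p = 0.0596 and 0.728). The effect differed between the lines for COL6A3 and LAMB3 (both adjusted p = 0.000959), MXRA5 (9.87e-05) and CADM1 (0.000828), and was not called different for MMP3 (0.0798) and PTGS2 (0.0762). COL6A3, MXRA5 and CADM1 had too little signal in the other lines without Y15 to show such a fall there.
Of the 28 genes of Table S3, 26 were measured. In K1, 5 of these were called higher, 19 lower and 2 not called, and 19 had a different effect between the lines. Of the 13 genes of Table S4, 10 were called higher and 3 lower in BCPAP, and all 13 had a different effect. The study chose the genes of both tables on these arrays as specific to 1 line, so these counts are no separate support.
Without untreated K1 replicate 1 or 2 the calls of MMP3 (adjusted p = 0.0715 and 0.0734) and PTGS2 (0.0958 and 0.108) ended. Without K1 replicate 1 with Y15 the log2 change of MMP3 was 1.51 and that of PTGS2 1.01, and without replicate 2 with Y15 they were 4.04 and 3.14. With median centring the calls of MMP3 (0.0682), PTGS2 (0.104) and CADM1 (0.0828) ended.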

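Over 2-fold, 330 genes changed in TPC1 and in neither other line, 63 in BCPAP and 33 in K1. A gene over 2-fold in 1 line need not differ between lines. The F test of limma for a different effect of Y15 called 276 of the 330 genes of TPC1, among them CXCL8, 49 of the 63 of BCPAP, among them SPRR2D, and 25 of the 33 of K1, among them FGFBP1 (83.6%, 77.8% and 75.8%). PTGS2 in K1 is among those it did not call. Over all 12379 genes tested the F test called 2293. The genes over 2-fold in 1 line alone were picked on the same values, which favours a difference. Their higher shares are therefore no separate support. Of the genes over 2-fold in 1 line alone that the F test called, 159, 17 and 23 were lower in TPC1, BCPAP and K1. For 104, 11 and 22 of these the untreated signal of 1 or both other lines lay too near background to show a fall as large. For them a fall of that size in the other lines is not excluded.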

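Over 4-fold, 46 genes changed in TPC1 (30 higher and 16 lower), 9 in BCPAP (8 higher and 1 lower) and 4 in K1 (3 higher and 1 lower). In 1 line alone there were 42 in TPC1, 4 in BCPAP and 3 in K1. Those of TPC1 include genes of small nuclear and nucleolar RNAs, RNU6ATAC and SNORD3A among them, all higher with Y15. Several of these RNA genes belong to the same family and are not independent. For them, more RNA without a poly(A) tail in the labelled RNA cannot be told apart from a change in the cells. The 4 in BCPAP were SPRR2D, MX1, an interferon-induced protein, DDIT4, a stress-induced inhibitor of mTORC1, which rose by a log2 change of 2.17 (standard error 0.337, adjusted p = 0.00177 from limma), and SUN3, a nuclear envelope protein, which rose by 2.11 (standard error 0.0770, adjusted p = 1.83e-07). The 3 in K1 were FGFBP1, MMP3 and PTGS2, of which MMP3 also rose over 2-fold in BCPAP. Changes over 4-fold were shared by 5 genes. ASNS, HSPA6, KIF20A and TRIB3 passed in TPC1 and BCPAP, and GDF15 in BCPAP and K1. With neqc background correction, 152, 45 and 29 genes changed over 4-fold in TPC1, BCPAP and K1. With median centring 28 did in BCPAP, all higher. Without K1 replicate 2 with Y15, 29 genes changed over 4-fold in K1, and without replicate 1 with Y15 there was 1.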

There were significantly less genes changed over four-fold in these treatment groups with 44, 2, and 3 genes changed in each TPC1, BCPAP, and K1 respectively and 5 genes shared among two out of three cell lines (Figure 7C). To validate the gene changes detected in the microarray study, RT-PCR (Figure 7D) and Western blotting (Figure 7E) was used with several genes. The increased heat-shock HSPA1B gene expression was detected by microarray and RT-PCR. 

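In BCPAP cells Y15 raised the signal of the inducible heat shock protein 70 genes HSPA1B, HSPA1A and HSPA6. HSPA1B (Entrez Gene 3304) had a log2 signal of 11.03 ± 0.0669 (SD, n = 2) in untreated cells and 11.63 ± 0.0334 (SD, n = 2) with Y15. This is a 1.52-fold rise (log2 change 0.61, standard error 0.161, adjusted p = 0.0258 from limma), with both Y15 arrays above both untreated arrays. HSPA1A (Entrez Gene 3303), a near-identical paralog whose RNA may bind the probe of HSPA1B, rose by a log2 change of 0.64 (standard error 0.120, adjusted p = 0.00474), and which of these paralogs changed is uncertain. HSPA6 rose by 2.24 (standard error 0.0925, adjusted p = 2.77e-07), and by 0.47 on its other probe (adjusted p = 0.0151).
The call of HSPA1B ended without any 1 of the 4 BCPAP arrays and with neqc background correction (adjusted p = 0.0589 from limma). Its log2 change was 0.65 and 0.56 without untreated replicates 1 and 2, and 0.58 and 0.63 without Y15 replicates 1 and 2. The standard error is shared with K1, where the log2 change was 0.59 without Y15 replicate 2 and -0.08 without Y15 replicate 1.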

HSPA1B was found to change 3.7 fold with Y15 treatment by RT-PCR validating the 1.5 fold increase by microarray analysis (Figure 7D). 

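BIRC5 (Entrez Gene 332), which encodes the inhibitor of apoptosis survivin, had a log2 signal of 10.33 ± 0.0745 (SD, n = 2) in untreated BCPAP cells and 9.27 ± 0.0118 (SD, n = 2) with Y15, with both Y15 arrays below both untreated arrays. The log2 change was -1.06 (standard error 0.363, 95% confidence interval -1.86 to -0.26). It did not pass the adjusted threshold over all genes (adjusted p = 0.0711, unadjusted p = 0.0137, limma). The other probe of BIRC5 had a log2 change of -0.35 (adjusted p = 0.373). Among 29 measured regulators of apoptosis, 3 were higher, 1 was lower and 25 did not pass in BCPAP (2 higher and 1 lower when adjusted over the list alone), and the list was not called (adjusted p = 0.5 from camera). The study chose BIRC5, 1 of the 29, on these arrays.
The standard error of BIRC5 is shared with K1, where the replicates with Y15 had an SD of 1.18. With the 4 BCPAP arrays alone the adjusted p was 4.44e-05, and with array quality weights it was 0.00237.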

The decreased expression of BIRC5, encoding survivin, in TT and BCPAP cells with Y15 was found by microarray and was validated by Western blotting (Figure 7E). Decreased expression of THBS1 and CD44, a cancer stem cell marker, in TPC1 and BCPAP cells with Y15 that were detected by microarray were also validated by Western blotting (Figure 7E, left and middle panels). Additionally unchanged or not significantly changed expression of THBS1 and CD44 expression with Y15 in resistant K1 cells were found by microarray and were also detected and validated with Western blot (Figure 7E, right panels). Thus, we validated gene expression levels and detected common and unique gene changes in all three cell lines in response to Y15 (Supplemental Tables 1-4).

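Y15 lowered THBS1, the matrix glycoprotein thrombospondin 1, and CD44, the receptor of hyaluronan, in TPC1 and BCPAP cells. THBS1 (Entrez Gene 7057) had a log2 signal of 12.06 ± 0.0892 (SD, n = 2) in untreated TPC1 cells and 9.84 ± 0.116 (SD, n = 2) with Y15, and of 9.58 ± 0.309 (SD, n = 2) and 8.07 ± 0.151 (SD, n = 2) in BCPAP. It fell by 2.22 on the log2 scale in TPC1 (standard error 0.132, adjusted p = 7.22e-07 from limma) and by 1.51 in BCPAP (adjusted p = 6.62e-05). CD44 (Entrez Gene 960) fell by 0.37 in TPC1 (standard error 0.106, adjusted p = 0.0194) and by 0.48 in BCPAP (adjusted p = 0.011), a 1.30-fold and a 1.40-fold decrease, on the brightest of its 3 probes. The other 2 had log2 changes of -0.32 and -0.23 in TPC1 (adjusted p = 0.0954 and 0.114) and -0.38 and -0.16 in BCPAP (adjusted p = 0.0806 and 0.319) and were not called. CD24, a surface glycoprotein and another stem cell marker, fell by 2.47 in TPC1 (adjusted p = 6.45e-07) and 1.25 in BCPAP (adjusted p = 0.000351), and by 2.64 and 0.57 on its other probe. SPARC, a matrix protein, fell by 1.24 (adjusted p = 1.37e-06) and 0.72 (adjusted p = 0.000305).
Of 34 measured extracellular matrix genes, 8 of them named by the study from these arrays, 19 were lower and 1 higher in TPC1, and 16 were lower and 1 higher in BCPAP (20 and 1, and 16 and 1 when adjusted over the list alone). The list was called lower in both lines by camera, with adjusted p = 0.261 in each with an estimated correlation. Of 13 stem cell markers, including CD44 and CD24, which the study named, 5 were lower and 2 higher in TPC1 and 2 were lower in BCPAP, with the same counts over the list alone, and the list was not called (adjusted p = 0.127 and 0.0872), though in BCPAP it was without untreated replicate 2 (0.0278) and with median centring (0.00601).
CD44 lost its call in TPC1 without any 1 of the 4 arrays (adjusted p = 0.0783 to 0.107) and with neqc background correction (0.07), and in BCPAP without untreated replicate 1 (0.0639) or Y15 replicate 1 (0.119). With median centring, CD44 in TPC1 (0.144), THBS1 (0.0579), CD24 (0.12) and SPARC (0.689) in BCPAP were not called, and the log2 change of CD44 in BCPAP was 0.05 (0.915).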

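In K1 cells THBS1 had a log2 signal of 7.17 ± 0.0885 (SD, n = 2) untreated and 7.07 ± 0.0648 (SD, n = 2) with Y15, a log2 change of -0.10 (95% confidence interval -0.40 to 0.19, adjusted p = 0.689 from limma). The lowest log2 signal above background on the K1 arrays was 6.87 on average, so a fall like those of TPC1 and BCPAP could not have been seen. CD44 had a log2 change of 0.03 in K1 (95% confidence interval -0.21 to 0.26, adjusted p = 0.91). A difference between the lines was not called for CD44 (adjusted p = 0.0658, F test), and for THBS1 (adjusted p = 8.67e-05) the part of K1 in it is set by this limit. CD24 fell by 0.95 on the log2 scale in K1 (adjusted p = 0.00271) and SPARC by 1.17 (adjusted p = 2.49e-05).
Among the extracellular matrix genes, 17 of 34 were lower in K1, 0 were higher and 17 did not pass (20 lower when adjusted over the list alone). The list was called lower (adjusted p = 4.75e-14, and adjusted p = 0.154 with an estimated correlation). Its median log2 change was -0.57 in K1 replicate 1 with Y15 and -0.29 in replicate 2. Of the 13 stem cell markers, 2 were lower in K1 (3 over the list alone), and the list was not called (adjusted p = 0.0567). It was called without K1 replicate 2 with Y15 (adjusted p = 0.0167), with array quality weights (0.0399), with no filter on dim probes (0.0418) and with the mean of all probes of a gene (0.0416).
The log2 change of CD44 in K1 was -0.03 without untreated replicate 1, -0.09 without Y15 replicate 2 and -0.13 with median centring. Median centring ended the call of CD24 in K1 (adjusted p = 0.111).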

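In the mean effect of Y15 over TPC1, BCPAP and K1, limma called 4729 genes, 2384 higher and 2345 lower, of which 688 were called in no single line. With median centring 1571 were called, 534 higher and 1037 lower. A different effect between the lines was called for 2293 genes, of which 549 fell in 1 line by more than the signal of another line above background could show. Of the 23 gene lists, 14 were called in TPC1 (7 higher and 7 lower), 12 in BCPAP (6 and 6) and 10 in K1 (5 and 5). With an estimated correlation, 1 list was called in TPC1, the lower list of hypoxia and glycolysis, 1 in BCPAP, the higher list of interferon-stimulated genes and 0 in K1.
The number of genes with a different effect was 4314 without K1 replicate 2 with Y15 and 4344 without K1 replicate 1 with Y15. It ran from 1234 to 1342 without 1 of the 4 TPC1 arrays, and was 1473 without untreated K1 replicate 1 and 1482 without BCPAP replicate 1 with Y15. From the array folds, RT-PCR of HSPA1B (Fig. 7D) and Western blots of survivin, THBS1 and CD44 (Fig. 7E), the paper concludes that the array changes were borne out and that Y15 gave common and unique gene changes in the 3 lines.

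**Figure D2:**
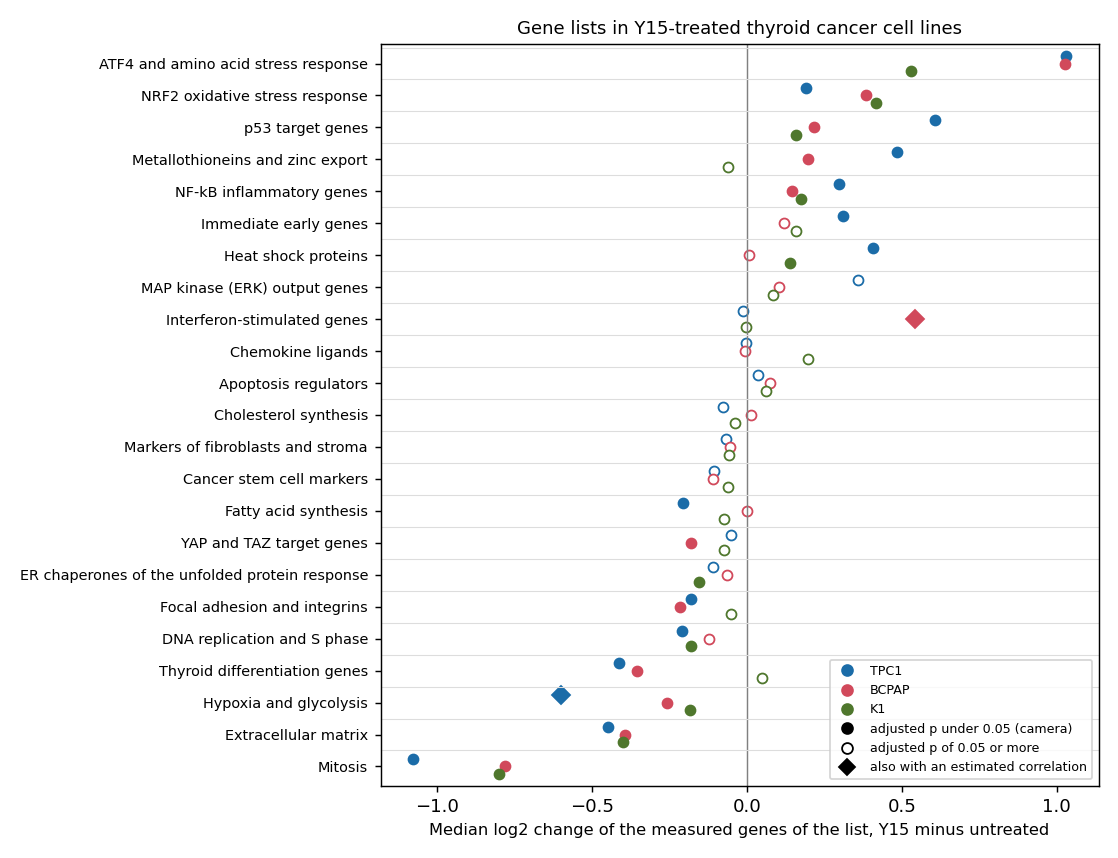
Median log2 change with Y15 of the measured genes of each of 23 lists in TPC1, BCPAP and K1 cells. Filled symbols have an adjusted p under 0.05 from camera, open symbols do not, and the 2 diamonds keep it with an estimated correlation. The medians of the amino acid stress list were 1.03, 1.03 and 0.53, and those of the mitosis list -1.07, -0.78 and -0.80, in TPC1, BCPAP and K1.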

**Figure 7:**
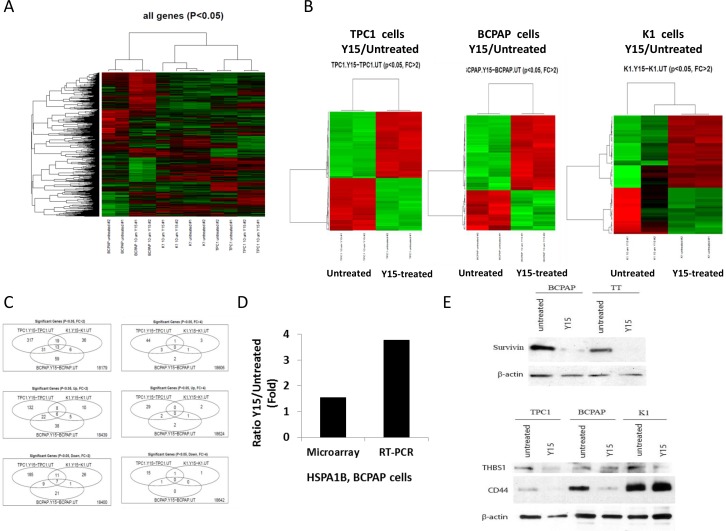
Y15 induced significant gene changes in papillary thyroid cancer cell lines **(A)** Heat map of gene changes among Y15-treated and untreated TPC1, BCPAP and K1 cell samples in duplicates. **(B)** Heat maps comparing Y15 treated to untreated cells in TPC1, K1, and BCPAP cell lines showed statistically significant gene changes over two-fold with Y15 treatment. In each heat map the green represents the gene up-regulation and the red represents the gene down-regulation. **(C)** Venn diagrams demonstrate the number of common and unique genes significantly changed (up and down-regulated) over two-fold and over four-fold with Y15 treatment in TPC1, K1, and BCPAP cell lines. **(D)** HSPA1B gene increase with Y15 by microarray and qRT-PCR analysis in BCPAP cells. qRT-PCR confirmed up-regulated gene detected by microarray analysis. **(E)** Western blotting confirmed gene expression changes with Y15 treatment detected with microarray. Upper panel shows decreased expression of survivin in BCPAP and TT cells with Y15 treatment with beta-actin used as a control. Lower panels show decreased expression of THBS1 in TPC1, BCPAP, and K1 cells. Lower panel shows decreased expression of CD44 in TPC1 and BCPAP cells and constant expression in resistant K1 cells validating microarray data.

### Y15 induced gene changes distinct from those induced by PF-04554878

Since Y15 and PF-04554878 had similar sensitivities in TT cells by MTT assay, but different levels of Y397FAK and FAK expression in response to these inhibitors (Figure 2E), we used microarray analysis to analyze the differences in gene expression in response to two inhibitors. We performed microarray gene expression profiling study in TT cells treated with Y15 and PF-04554878, as well as untreated cells, and compared the gene expression profiles. Gene changes within each treatment group overall are shown in a heat map (Figure 8A). Overall gene changes are also shown between untreated cells and Y15 treated cells and PF-04554878 cells (Figure 8B). The common genes changed with Y15 and PF-04554878 treatment are shown in Table S5. Y15 caused 144 genes to change over 4 fold and PF-04554878 caused 208 gene changes over 4 fold (p<0.05). Among all those genes changed to that degree, only 11 were shared between the two treatments (Figure 8C). Common genes changed include those involved in apoptosis, cell cycle, mitosis, and migration. Examples of these genes changed with both Y15 and PF-04554878 treatment include up-regulated CCDC125 and AEN and down-regulated CCNA2, KIF11, KIF20A, and KIF4A. The unique up-regulated genes in Y15-treated TT cells include genes involved in apoptosis, heat shock, and transcription: GADD45A, DDIT3, HSPA1B, and JUN. Genes down-regulated with Y15 include genes with functions including adhesion, cell division, transcription, and anti-apoptosis: CD9, TACC1, KIF23, POLR2B, and BIRC5. The unique genes up and down-regulated by Y15 in TT cells are listed in Table S6. PF-04554878 caused significant up-regulation of survival genes, transcription regulators, and oncogenes, such as ERBB3, IL17B, RASL11B, and RAF1. Those genes down-regulated by PF-04554878 include heat shock, apoptosis and anti-migration; examples include HSPA8, DIABLO, BIK, and ARHGDIA. The unique significant genes up and down-regulated by PF-04554878 in TT cells are shown in Table S7. Thus, these data revealed specific and common gene expression pathways in response to different types of FAK inhibitors: Y15 and PF-04554878.

**Figure 8:**
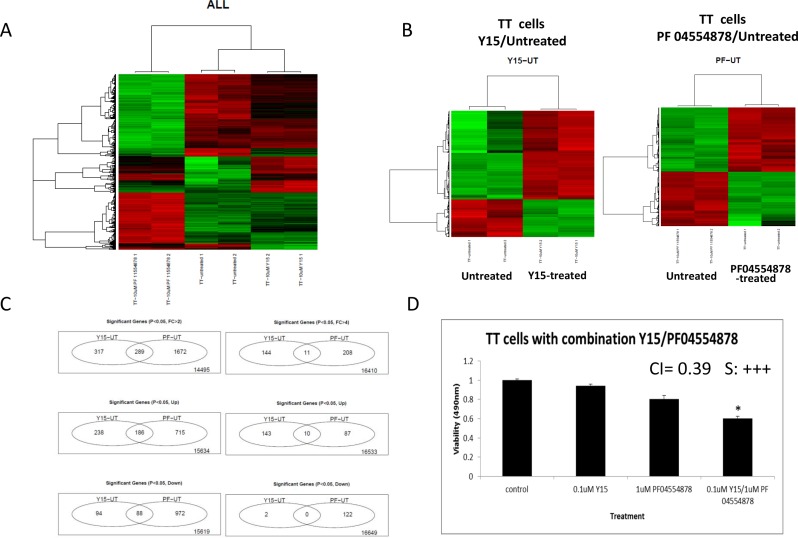
Y15 and PF-04554878 induced significant gene changes in medullary thyroid cancer TT cells **(A)** Heat map with all treatment groups demonstrated consistent gene changes between duplicates in treatment groups. The green represents gene up-regulation and the red represents gene down-regulation. **(B)** Heat maps comparing Y15 treated and PF-04554878 treated to untreated TT cells. **(C)** Venn diagrams demonstrate the number of common and unique genes significantly changed over two-fold and over four-fold, both up and down, in TT cells by Y15 and PF-04554878 treatment. **(D)** MTS assay demonstrated synergism with combination 0.1 μM Y15 and 1 μM PF-04554878 in TT cells. The combination index (CI) for these doses is equal to 0.39. Combination index for each was calculated using CompuSyn. *p<0.05 by Student's t-test.

### TT cells Y15 demonstrated synergism with PF-04554878 in medullary thyroid TT cells

Since we detected different gene expression changes in response to Y15 and PF-04554878 inhibitor in TT cells, we tested the combination of Y15 and PF-04554878 for synergistic effect (Figure 8D). PF-04554878 in combination with Y15 demonstrated synergy (combination index of 0.39), with very low doses of 0.1 μM Y15 and 1 μM PF-04554878 (Figure 8D). This data clearly show that Y15 and PF-04554878 synergize and is consistent with gene expression differences detected by microarray analysis in Y15 and PF-04554878-treated TT cells.

### Y15 demonstrated synergism in resistant thyroid K1 cells with Cabozantinib, Sorafenib, Pazopanib, and Sunitinib

Since we detected that the K1 cell line was more resistant to Y15, we used combination of Y15 with other targeted therapeutics approved for clinical trials (Sorafenib, Pazopanib and Sunitinib) in this cell line [4]. To investigate the combinatorial effect of Y15 with a drug approved for clinical metastatic thyroid cancer treatment, Cabozantinib was tested with Y15 [10]. MTS assay in the most resistant K1 cells was used to evaluate the effect of these drugs both independently, with each drug alone, and in combination. We demonstrate that Y15 has synergy with Cabozantinib, Sorafenib, Pazopanib, and Sunitinib at low doses. Bliss synergism with combination index of 0.43 was detected with 5 μM Y15 and 10 μM Cabozantinib (Figure 9A). 5 μM Y15 and 5 μM Sorafenib produced synergy with combination index of 0.86 (Figure 9B). Synergism was found with very low doses of 1 μM Y15 with 1 μM Pazopanib and combination index 0.73 (Figure 9C). With slightly higher doses strong synergy was found with 20 μM Y15 with 20 μM Sunitinib; combination index was 0.07 Sunitinib (Figure 9D). At lower doses of Y15 at 10 μM and 1 μM Sunitinib also demonstrated strong synergy; combination index was 0.14 (Figure 9D). These combination indexes indicate that Y15 with Sunitinib has very strong synergism, with Pazopanib has moderate synergism, with Cabozantinib has synergism, and with Sorafenib has slight synergism.

**Figure 9:**
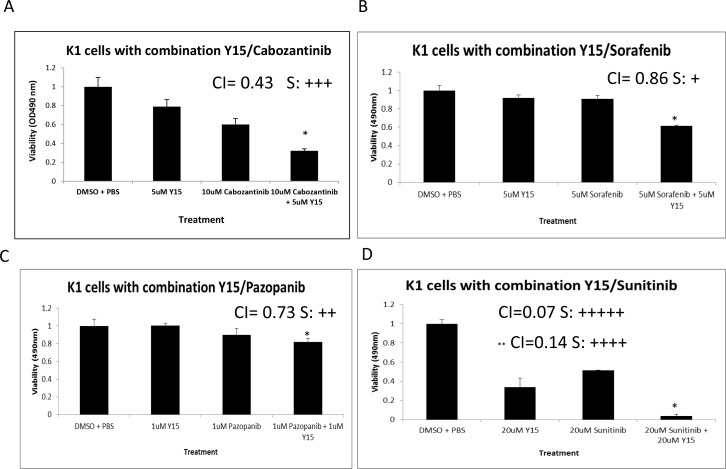
Y15 demonstrates synergism in decreasing cell viability with Cabozantinib, Sorafenib, Pazopanib, and Sunitinib in K1 resistant thyroid cells **(A)** MTS assay demonstrated synergism with combination 5 μM Y15 and 10 μM Cabozantinib in K1 cells. The combination index is equal to 0.43. **(B)** MTS assay demonstrated slight synergism with combination 5 μM Y15 and 5 μM Sorafenib in K1 cells. The combination index is equal to 0.86 with 5 μM of Y15 and Sorafenib. **(C)** MTS assay demonstrated moderate synergism with combination 1 μM Y15 and 1 μM Pazopanib in K1 cells and combination index 0.73. **(D)** MTS assay demonstrated very strong synergism with combination 20 μM Y15 and 20 μM Sunitinib in K1 cells and combination index 0.07 and with combination index 0.14 at 10 μM of Y15 and 1 μM of Sunitinib (marked by **). *p<0.05 by Student's t-test.

## DISCUSSION

FAK has previously been shown to be up-regulated in many cancers, including thyroid [11]. Our lab previously showed FAK inhibition through drug Y15 decreases cell viability, clonogenicity and tumor growth in colon cancer and breast cancer cells. Due to the association of greater FAK overexpression with more aggressive thyroid tumors, FAK inhibition is a viable therapeutic strategy, especially in more aggressive phenotypes [11]. In this study we for the first time showed the role of FAK inhibitor Y15 in thyroid cancer and compared our results between cell lines. Compared with breast and colon cancer cells [8, 9], the medullary cell line was more sensitive to Y15 and combination treatment. The papillary cell lines were more resistant to Y15 than colon cancer cells, but more sensitive than breast cancer cells. This demonstrates that Y15 is effective in both sensitive and drug resistant cell lines.

In each thyroid cancer cell line FAK and Y397 phosphorylated FAK were expressed in different levels. In each cell line pY397 FAK expression decreased with Y15 treatment in a dose-dependent manner, but to different degrees, consistent with data in colon cancer [9]. The medullary cell line TT was most sensitive to pY397 FAK expression inhibition with Y15. The papillary cell line BCPAP was the least sensitive and papillary cell lines K1 and TPC1 were intermediately sensitive to Y15 treatment. Conversely, PF-04554878 did not as significantly decrease pY397 FAK expression in these cell lines, compared with Y15. This is in contrast with the previously published research on PF-04554878, in which pY397 FAK expression was significantly decreased with the drug in ovarian cancer cell lines [12]. We observed decreased AKT in response to PF-04554878 that can be explored in thyroid cancer cells in the future. Our micro-array study demonstrated several cross-linked pathways with AKT, affected by PF04554878 inhibitor. This indicates PF-04554878 is likely working through a different mechanism in thyroid cancer cell lines and this previously undescribed mechanism is causing resistance to treatment. We have demonstrated that in thyroid cancer cell lines PF-04554878 does not decrease pY397 FAK and FAK as significantly as in other cancers and this is associated with higher resistance of thyroid cancer cell lines to PF-04554878. In addition, the PF-04554878 inhibitor can work more effectively in cancer stem cells and in 3-D conditions, as was observed by other authors [12]. This can be explored in future studies in thyroid cancer cells.

The degree to which each papillary thyroid cancer cell line decreased in cell viability with Y15 treatment was correlated with the levels of pY397 FAK. The higher decreased level of Y397-FAK and FAK correlated to a higher sensitivity to Y15 treatment. Therefore, TT was the most sensitive and K1 the least, with BCPAP and TPC1 showing intermediate inhibition of cell viability with Y15. Because our small molecule inhibitor targets the Y397 phosphorylation site, it is consistent that it would cause more of an effect with a relatively higher amount of phosphorylated FAK. The medullary cell line was highly sensitive to both Y15 and PF-04554878 suggesting different signaling versus papillary cell lines in this type of thyroid cancer. Two out of the three papillary cell lines, TPC1 and BCPAP, were more sensitive to Y15 than PF-04554878; the last papillary cell line, K1, was more sensitive to PF-04554878. This indicates the two FAK inhibitors effect cancer cells through a different mechanism. Y15 was also shown to increase detachment and decrease clonogenicity in each cell line in a dose-dependent manner. PF-04554878 decreased clonogenicity in two papillary thyroid cancer cell lines to a greater degree than Y15. This can be explained by a slower short-term mechanism of action for PF-04554878 that does not show as much effect in 24 hour experiments, but appears in a two week clonogenicity assay.

The mechanism by which Y15 exerted these effects was shown to be through a combination of apoptosis and necrosis. Necrosis was detected at the highest doses, but a lower highest dose likely would have shown continued increase in apoptosis. Likely at the highest dose, the necrosis is induced as was shown in breast cancer cell line BT474 [8]. Y15 increased detachment and decrease clonogenicity through an apoptotic mechanism in colon cancer, as we found here in thyroid cancer [9]. Thus, Y15 can work through apoptosis/necrosis in thyroid cancer cells.

To investigate the mechanism of Y15 in the papillary thyroid carcinoma cell lines a microarray gene profile was obtained and compared between cell lines. 

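TRIB3, a pseudokinase induced by ATF4, rose in each line, over 4-fold in TPC1 and BCPAP and under 4-fold in K1. Its log2 change was 2.52 in TPC1 (adjusted p = 0.00218 from limma), 2.46 in BCPAP (adjusted p = 0.00602) and 1.74 in K1 (adjusted p = 0.0423), with a standard error of 0.482. These are 5.73-fold, 5.51-fold and 3.34-fold rises, and a difference between the lines was not called (adjusted p = 0.631). The number of genes over 4-fold in all 3 lines was 0, with 16 over 2-fold. In BCPAP the call of TRIB3 ended without replicate 1 with Y15 (adjusted p = 0.0554). In K1 it ended without untreated replicate 1 or 2 (0.214 and 0.152), with median centring (0.198), neqc background correction (0.0515), 50 added before log2 (0.0656) and no filter on dim probes (0.0663). The log2 change in K1 was 2.86 without replicate 2 with Y15 and 0.63 without replicate 1 with Y15.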

There were some gene overlaps between genes changed with Y15 in the three cell lines, but none over 4-fold in all three lines. This indicates that each cell line has different protective mechanisms in response to Y15 treatment or the common responses induce small gene changes. BCPAP, TPC1, and K1 cell lines are genetically distinct cell lines from papillary thyroid tumors with varying mutations [13]. For example, BCPAP has BRAF and p53 mutations. K1 has the same BRAF mutation as BCPAP cell line, a PI3KCA mutation, and a different p53 mutation [14]. TPC1 has the RET/PTC1 rearrangement and does not share any mutations with the other papillary cell lines [14]. Different mutations can explain different significant gene changes with Y15 in these cell lines. 

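ASNS, asparagine synthetase, and GDF15, a stress-induced cytokine, rose with Y15 in TPC1, BCPAP and K1. ASNS rose by log2 changes of 2.43, 2.41 and 1.72 (standard error 0.289, adjusted p = 9.41e-05, 0.000442 and 0.00444 from limma; 1.48, 2.11 and 1.05 on its other probe, called in each), and GDF15 by 1.67, 2.62 and 2.86 (standard error 0.552, adjusted p = 0.0395, 0.00859 and 0.00889). PPP1R15A, a phosphatase subunit that acts on the translation factor eIF2, rose by 2.38 in TPC1 (adjusted p = 0.000604) and 1.29 in BCPAP (adjusted p = 0.0376), with 1.15 in K1 (adjusted p = 0.0742). BEX2 rose by 1.83 in TPC1 (adjusted p = 0.000253) and 1.62 in BCPAP (adjusted p = 0.00171), with 0.60 in K1 (adjusted p = 0.154).
ASNS and PPP1R15A are in a list of genes of ATF4 and the amino acid stress response. Of its 39 measured genes, 31 were higher in TPC1, 29 in BCPAP and 14 in K1, and 0 were lower (32, 31 and 25 higher when adjusted over the list alone). The study named 6 of the 39 from these arrays. Camera called the list higher in each line, with adjusted p = 0.330, 0.261 and 0.377 with an estimated correlation. This correlation, 0.649, is the same for all lines and comes from the spread within groups, to which the K1 replicates with Y15 add. In K1 its median log2 change was 0.88 in replicate 1 and 0.20 in replicate 2. Of the 29 regulators of apoptosis, 12 were higher and 5 lower in TPC1 and 2 were higher and 2 lower in K1 (12 and 6, and 3 and 2 over the list alone). TNFRSF10A, a death receptor, rose by 1.19 in TPC1 (adjusted p = 3.82e-06). The list was not called in TPC1 (adjusted p = 0.0511) or K1 (adjusted p = 0.28), and it was called in TPC1 without untreated replicate 1 (0.0341) or Y15 replicate 2 (0.0390), with median centring (0.0157), no filter on dim probes (0.0302) and the mean of all probes of a gene (0.0273).
GDF15 lost its call in TPC1 without any 1 of the 4 arrays (adjusted p = 0.139 to 0.157), in BCPAP without untreated replicate 1 or either Y15 replicate (0.052 to 0.0677) and in K1 without untreated replicate 1 or 2 (0.0694 and 0.067), and PPP1R15A lost it in BCPAP without any 1 of the 4 arrays (0.114 to 0.157). The standard errors of GDF15 and PPP1R15A are shared with K1. The log2 changes of GDF15 on replicates 1 and 2 with Y15 were 4.14 and 1.58 in K1 and 1.65 and 1.68 in TPC1. Those of PPP1R15A were 2.02 and 0.29 in K1 and 1.23 and 1.35 in BCPAP. With the 4 arrays of the line alone, the calls of GDF15 in TPC1 and BCPAP and of PPP1R15A in BCPAP did not end. Median centring ended the K1 calls of ASNS (0.0638) and GDF15 (0.0692) and the TPC1 call of GDF15 (0.0965). Without K1 replicate 2 with Y15 the log2 changes of PPP1R15A and BEX2 in K1 were 2.02 and 1.17, and without replicate 1 with Y15 they were 0.29 and 0.03. With array quality weights PPP1R15A was called higher in K1 (adjusted p = 0.0222 from limma). With 50 added before log2, or with no filter on dim probes, GDF15 in TPC1 (0.104 or 0.0669) and PPP1R15A in BCPAP (0.0516 or 0.0603) were not called, nor was the latter with neqc background correction (0.0602).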

There were genes involved in the cell cycle that were up-regulated, including ASNS and GDF15 as well as genes involved in apoptosis, including PPP1R15A and BEX2. These gene changes could explain the apoptotic mechanism of Y15. Also multiple genes involved in mitosis were down regulated including ASPM, CENPA, and CENPF, consistent with previously shown role of FAK in the nucleus [15]. 

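Y15 lowered mitotic genes. ASPM, a spindle pole protein, fell by 1.76 on the log2 scale in TPC1 (standard error 0.389, adjusted p = 0.00502 from limma), with -1.21 in BCPAP (adjusted p = 0.0565) and -1.05 in K1 (adjusted p = 0.112). CENPA, the histone variant of centromeres, fell by 1.48, 1.18 and 1.25 in TPC1, BCPAP and K1 (standard error 0.335, adjusted p = 0.00586, 0.034 and 0.0376). CENPF, a kinetochore protein, fell by 1.73 in TPC1 (adjusted p = 0.0018) and 1.23 in BCPAP (adjusted p = 0.0234), with -0.96 in K1 (adjusted p = 0.0808). KIF20A, a mitotic kinesin, fell by 2.20 in both TPC1 (adjusted p = 0.00264) and BCPAP (adjusted p = 0.00642), with -1.43 in K1 (adjusted p = 0.0612).
Of 41 measured genes of mitosis, 30 were lower in TPC1, 11 in BCPAP and 2 in K1, and 0 were higher (34, 19 and 0 lower when adjusted over the list alone). The study named 9 of the 41 from these arrays. Camera called the list lower in each line, with an adjusted p of 0.499 in each with an estimated correlation. This correlation, 0.949, is the same for all lines and comes from the spread within groups, to which the K1 replicates with Y15 add. The 0.499 is thus no measure of TPC1 or BCPAP alone. A difference of TPC1 from BCPAP (adjusted p = 0.458) or from K1 (adjusted p = 0.101) was not called by camera at the preset correlation. In K1 its median log2 change was -1.50 in replicate 1 and -0.04 in replicate 2, and without replicate 1 the list was not called (adjusted p = 0.135).
CENPA and CENPF lost their BCPAP calls without any 1 of the 4 arrays (adjusted p = 0.0839 to 0.18) and with median centring (0.357 and 0.312), and CENPA lost its K1 call without untreated replicate 1 or 2 (0.18 and 0.155). The standard errors of CENPA and CENPF are shared with K1. The log2 changes of CENPA on replicates 1 and 2 with Y15 were -2.02 and -0.48 in K1 and -1.26 and -1.10 in BCPAP. Median centring ended the calls of CENPA in K1 (0.193) and KIF20A in BCPAP (0.0786). With the 4 BCPAP arrays alone ASPM was called lower in BCPAP (adjusted p = 0.000372), as with array quality weights (0.00248) and an intensity trend (0.04). With neqc background correction, or with no filter on dim probes, CENPA was not called in BCPAP (0.0842 or 0.0546) or K1 (0.0823 or 0.0587). With array quality weights CENPF (0.0302) and KIF20A (0.0145) were called lower in K1, as was KIF20A with an intensity trend (0.0439). Without K1 replicate 2 with Y15 the log2 changes of ASPM, CENPF and KIF20A in K1 were -1.90, -1.68 and -2.43. Without replicate 1 with Y15 they were -0.18, -0.23 and -0.41.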

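HAS3 (Entrez Gene 3038) had a log2 signal of 10.51 ± 0.0910 (SD, n = 2) in untreated TPC1 cells and 9.36 ± 0.00136 (SD, n = 2) with Y15. Its signal was 2.22-fold higher in untreated than in treated cells (log2 change -1.15, standard error 0.153, adjusted p = 0.000204 from limma). The other probe of HAS3 also fell in TPC1 (log2 change -0.39, adjusted p = 0.00271). In K1 the log2 change of HAS3 was -0.47 (adjusted p = 0.0764), and in BCPAP, where 1 of 2 arrays in each group was above background, it was 0.07 (adjusted p = 0.812). The change in TPC1 differed from that in BCPAP (adjusted p = 0.00336), where the signal was too low to show a fall, and a difference from K1 was not called (adjusted p = 0.0818).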

Interestingly HAS3, the gene encoding hyaluronan synthase 3, was down-regulated 2.04 fold by Y15 in TPC1 cells. Previously it was shown that dual FAK and HAS3 inhibition caused synergistic inhibition of colon cancer cell viability [16]. The down-regulation of HAS3 by Y15 confirms that these work though an overlapping mechanism.

A member of the heat shock family, HSPAIB, was up-regulated 3.32 fold in TPC1 cells. 

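HSPA1B rose 3.39-fold in TPC1 cells, with a log2 signal of 10.11 ± 0.0632 (SD, n = 2) untreated and 11.87 ± 0.0373 (SD, n = 2) with Y15 (log2 change 1.76, standard error 0.161, adjusted p = 1.38e-05 from limma). Its near-identical paralog HSPA1A rose by a log2 change of 0.79 (adjusted p = 0.000506), with 1 of 2 untreated arrays above background, and a share of either signal may come from the other gene. DNAJB1, a co-chaperone of heat shock protein 70, rose by 0.91 (standard error 0.118, adjusted p = 0.000168). In K1 the log2 change of HSPA1B was 0.26 (adjusted p = 0.365), with 0.59 without replicate 2 with Y15 and -0.08 without replicate 1 with Y15. The rise in TPC1 exceeded that in BCPAP (adjusted p = 0.006) and that in K1 (adjusted p = 0.00222).
Of 22 measured heat shock genes, 13 were higher in TPC1, 0 were lower and 9 did not pass (13 higher and 1 lower when adjusted over the list alone), with a median log2 change of 0.41. In BCPAP 6 were higher and 1 lower, and in K1 2 were higher (6 and 1, and 3 over the list alone). The study named 3 of them from these arrays. The list was called higher in TPC1 (adjusted p = 2.22e-05 from camera, and adjusted p = 0.0547 with an estimated correlation) and in K1 (adjusted p = 0.0288, and adjusted p = 0.239 with an estimated correlation), and not in BCPAP (adjusted p = 0.204). The K1 call ended without Y15 replicate 1 (adjusted p = 0.0800) or Y15 replicate 2 (adjusted p = 0.0610), with list medians of 0.14 in replicate 1 and 0.05 in replicate 2, and with median centring (0.209) and neqc background correction (0.0589). With median centring the list was called in BCPAP (adjusted p = 0.0120) and the call of DNAJB1 in TPC1 ended (adjusted p = 0.269). Of 19 chaperones of the endoplasmic reticulum, 1 named by the study, 5 were higher and 6 lower in TPC1, 2 higher and 7 lower in BCPAP and 6 lower in K1 (7 and 7, 3 and 8, and 7 over the list alone). They were called lower in K1 (adjusted p = 0.000553, and adjusted p = 0.0730 with an estimated correlation), with medians of -0.28 in replicate 1 and -0.17 in replicate 2, and not in TPC1 (adjusted p = 0.648) or BCPAP (adjusted p = 0.0993).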

Heat shock proteins are a major part of the stress response and were previously also found to be increased with Y15 treatment in colon cancer cells [16]. This indicates heat shock proteins are also involved in avoiding apoptosis in the TPC1 cell line, possibly as a mechanism of resistance to drug treatment. In the K1 cell line, numerous chemokine ligands were up-regulated with Y15 treatment. 

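CCL20, a chemokine that attracts lymphocytes and dendritic cells, rose in K1 cells by a log2 change of 1.03 (standard error 0.269, adjusted p = 0.0341 from limma), and CXCL2, a neutrophil chemokine, rose by 0.86 (standard error 0.204, adjusted p = 0.0219). CCL3 and CCL3L3, paralogs that attract macrophages and may share signal, had log2 changes of 1.32 (adjusted p = 0.126) and 1.51 (adjusted p = 0.108), with both Y15 arrays of K1 above both untreated arrays. CCL2, a monocyte chemokine, fell by 0.54 on the log2 scale (adjusted p = 0.017) and CXCL16 fell by 0.47 (adjusted p = 0.00478). Of 17 measured chemokine ligands, 4 of them named by the study from these arrays, 2 were higher, 2 lower and 13 did not pass in K1 (7 higher and 3 lower when adjusted over the list alone), and the list was not called (adjusted p = 0.137 from camera). In TPC1 3 were higher and 2 lower, and in BCPAP 3 were higher and 1 lower, with the same counts over the list alone (adjusted p = 0.368 and 0.616). In these lines the median, mean and test of the list differ in sign. A difference between the lines was called for CXCL16 (adjusted p = 0.0356) but not for CCL20, CXCL2, CCL2, CCL3 or CCL3L3 (adjusted p from 0.0752 to 0.515). Between pairs of lines CXCL16 was called for BCPAP and K1 (adjusted p = 0.0340 from limma) and not for TPC1 and K1 (adjusted p = 0.138). In BCPAP its untreated signal was too near background to show a fall as large as in K1.
Without K1 replicate 2 with Y15 the log2 changes of CCL3 and CCL3L3 were 2.49 and 2.78, and without replicate 1 with Y15 they were 0.13 and 0.22. Each of these fits has 1 K1 array with Y15 and does not show whether the rise repeats. With array quality weights CCL3, CCL3L3 and the list were called higher (adjusted p = 0.0435 and 0.0337 from limma, and 0.0383 from camera). With median centring the list was called in K1 (0.00376) and TPC1 (0.00805). Without untreated replicate 1 or 2 the calls of CCL20 (0.105 and 0.205), CXCL2 (0.112 and 0.126) and CCL2 (0.133 and 0.0761) ended, as did CCL2 without Y15 replicate 1 (0.0517), CXCL16 without untreated replicate 2 (0.0513) and, with median centring, CCL20 (0.205), CXCL2 (0.255) and CCL2 (0.0962). With neqc background correction CCL20 (0.074) and CXCL2 (0.0594) were not called, nor was CCL20 with no filter (0.0526).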

Chemokine ligands have been shown to be increased during the development of papillary thyroid tumors [17]. The K1 cell line has shown increased resistance to Y15 treatment and up-regulation of chemokine ligands is likely an indication of activating a tumorigenic response to counteract treatment. In the BCPAP cell line, many genes involved in inflammation and the immune response were up-regulated. One of these, IL1B, has been shown to increase CCL2 in follicular thyroid carcinoma, leading to lymph node metastasis [18]. 

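In BCPAP cells Y15 raised cytokines and interferon-stimulated genes. IL1B (Entrez Gene 3553), interleukin 1 beta, rose from a log2 signal of 9.33 ± 0.0294 (SD, n = 2) to 10.97 ± 0.0631 (SD, n = 2), a 3.12-fold rise (log2 change 1.64, standard error 0.0693, adjusted p = 2.77e-07 from limma). It had log2 changes of 0.15 in TPC1 (adjusted p = 0.124) and 0.08 in K1 (adjusted p = 0.542), and the effect differed between the lines (adjusted p = 4.7e-06, F test). IL6, interleukin 6, rose by 1.77 (adjusted p = 2.77e-07) and LCN2, an acute phase protein, by 1.55 (adjusted p = 0.000517). MX1, an antiviral protein, rose by 2.33 (standard error 0.160, adjusted p = 9.59e-06), OAS2, an antiviral enzyme, by 1.74 (adjusted p = 1.73e-06; 0.26 to 0.46 on its 3 other probes, all called), ISG15, a ubiquitin-like protein, by 1.35 (adjusted p = 6.62e-05), and the interferon regulators IRF7 and IRF9 by 1.40 each (adjusted p = 6.88e-05 and 1.25e-05).
Of 37 measured interferon-stimulated genes, 4 of them named by the study from these arrays, 24 were higher in BCPAP, 0 were lower and 13 did not pass (29 higher when adjusted over the list alone), with a median log2 change of 0.54. The list was called higher (adjusted p = 3.13e-19 from camera, and adjusted p = 0.00594 with an estimated correlation). In TPC1 2 were higher and 3 lower, and in K1 3 were higher and 1 lower, with the same counts over the list alone, and the list was not called (adjusted p = 0.83 and 0.965), with a median, mean and test in K1 that differ in sign. Of 25 inflammatory genes of NF-kB, 5 of them named by the study, 9 were higher in BCPAP, 10 higher and 3 lower in TPC1, and 5 higher and 2 lower in K1 (11, 11 and 3, and 6 and 2 over the list alone). This list was called higher in each line, with adjusted p = 0.342, 0.499 and 0.543 in BCPAP, TPC1 and K1 with an estimated correlation. In K1 its median log2 change was 0.43 in replicate 1 and 0.00 in replicate 2, and without replicate 1 the call ended (adjusted p = 0.534).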

Up-regulation of these genes likely indicates resistance to Y15 treatment and targeting these pathways in addition to Y15 could lead to an increased response and will be tested in subsequent studies.

To compare and contrast the mechanisms of action for Y15 and PF-04554878 we identified common and specific genes changed by both in the medullary thyroid TT cell line. Multiple kinesins were down-regulated by both drugs, including KIF11, KIF20A, and KIF 4A. Kinesins are involved in multiple cellular processes, including mitosis and intracellular transport, and drugs targeting kinesins are in clinical trials for treatment of cancer [19]. Multiple kinesins are involved in the development of cancer, including KIF11 and KIF4A, which were down-regulated by both FAK inhibitors. The kinesin pathway could be one mechanism through which PF-04554878 and Y15 interact to synergistically inhibit thyroid cancer.

Both Y15 and PF-04554878 also up-regulated encoding of AEN, apoptosis enhancing nuclease, in TT cells; Y15 by two-fold and PF-04554878 by three-fold. AEN is directly induced by p53 and subsequently acts to induce apoptosis [20]. Up-regulation of AEN by Y15 and PF-04554878 explains both the apoptotic mechanism through which Y15 works and the synergism with PF-04554878 on cell viability. Gene changes of AEN and the kinesin family could indicate the mechanism through which Y15 causes its effects on cells and through which it synergizes with PF-04554878.

Also among genes involved in apoptosis, GADD45A, GADD45B, and GADD45G, were up-regulated with Y15 in the TT cell line. These genes were up-regulated significantly 2.73 to 3.42 times, while they were not changed significantly with PF-04554878 treatment. GADD45G is similarly decreased in anaplastic thyroid cancer cells and expression of the gene induces apoptosis [20]. GADD45 proteins activate the JUN pathway as a stress response and regulate cell growth and apoptosis [21]. Our findings were consistent with this as we found JUN to also be increased with Y15 treatment 7.77 fold. This supports Y15 working through an apoptotic mechanism and control of cell death represents an effective treatment strategy.

The expression of BIRC5 gene that encodes survivin was decreased with Y15 treatment. BIRC5 was decreased 0.49-fold in Y15 treated TT cells, while it was statistically significantly increased 1.26-fold by PF-04554878. Survivin is expressed highly in thyroid cancer tumors and associated with metastasis and a worse prognosis [22]. Survivin blocks both the mitochondrial apoptosis pathway and the death receptor pathway for an anti-apoptotic effect. Again, this indicates Y15 works through multiple genes that PF-04554878 does not to induce apoptosis. These genes changes signify Y15 and PF-04554878 work through a distinct mechanism, but the similar classes of genes changed and shared genes could explain the synergy with combination of the drugs.

We also demonstrated synergy of Y15 and PF-04554878 in TT cells. PF-04554878, now known as Defactinib, is currently undergoing clinical trials in multiple cancers including mesothelioma, ovarian and lung. PF-04554878 was shown to decrease tumor volume in a chemotherapy-resistant ovarian tumor model through decreased AKT and YB-1 phosphorylation [12]. FAK is also involved in the AKT survival pathway that is down-stream of the Y397 site and this is a possible mechanism for the synergistic effect on thyroid cancer of Y15 and PF-04554878. The detected differences among Y15 and PF-04554878 inhibitors and common genes by microarray expression also can explain the synergistic effect.

In this report, for the first time, synergy was demonstrated with Y15 and Cabozantinib, Sorafenib, Pazopanib, and Sunitinib in the most resistant cell line, K1. Papillary thyroid cancer cell line K1 has a BRAF mutation, a PI3KCA mutation, and a p53 mutation [14]. The presence of a BRAF mutation confers a worse prognosis in patients, correlating our finding of resistance to Y15 [4]. These targeted drugs Cabozantinib, Sorafenib, Pazopanib, and Sunitinib all inhibit VEGFR, among other tyrosine kinases. FAK and VEGFR both interact with integrins and Src and FAK inhibition prevents vascular permeability induced by VEGFR [21], therefore it would be expected that drugs targeting VEGFR would synergize with a FAK inhibitor.

This study indicates that FAK inhibition through Y15 causes dose-dependent decreases in cell viability, clonogenicity, and attachment through an apoptotic and necrotic mechanism that synergizes with current and investigational therapeutics and this inhibition is related to the relative amount of active FAK in each cell line. The study identified common and unique pathways in response to Y15 in three cell lines and detected differences and common pathways between Y15 and PF-04554878 inhibitor. Future experiments are needed to further characterize the mechanism through which Y15 causes its apoptotic effects.

## SUPPLEMENTARY TABLES

# Supplementary material for: FAK inhibition with small molecule inhibitor Y15 decreases viability, clonogenicity, and cell attachment in thyroid cancer cell lines and synergizes with targeted therapeutics
**Source:** Oncotarget. 2014 Aug 25;5(17):7945–59. doi: 10.18632/oncotarget.2381
**Supplement:** Supplementary file 1

SUPPLEMENTARY TABLES

Supplemental Table S1. Common and significantly up-regulated and down-regulated genes (>2 fold in two lines) in Y15-treated papillary thyroid cancer cell lines TPC1, BCPAP, and K1, $p < 0.05$

Up-regulated genes						
Entrez	Symbol	Name	Fold Change			Function
			TPC1	K1	BCPAP	
440	ASNS	Asparagine synthetase	4.61	2.94	4.96	Cell cycle (asparagine synthesis)
11009	IL24	Interleukin 24	3.20	2.69	2.57	Cell differentiation
9518	GDF15	Growth differentiation factor 15	3.17	7.27	6.14	Cell cycle (tissue differentiation regulator)
57761	TRIB3	Tribbles homolog 3 (Drosophila)	5.63	3.35	5.56	Transcription (blocks AKT, inhibits NFkB, regulates MAP kinases)
4314	MMP3	Matrix metalloproteinase 3	1.12*	6.85	3.17	Breakdown of ECM (tumor initiation, wound repair, atherosclerosis, tissue remodeling)
3310	HSPA6	Heat shock protein 6	11.99	1.00*	3.30	Heat Shock
7378	UPP1	Uridine phosphorylase 1	4.37	1.74	3.02	Nucleotide synthesis
23645	PPP1R15A	Protein phosphatase 1, regulatory Subunit 15A	5.11	2.22	2.43	Apoptosis
29968	PSAT1	Phosphoserine aminotransferase 1	3.91	2.66	2.76	Amino acid biosynthesis
84707	BEX2	Brain expressed x-linked 2	3.53	1.52	3.10	Apoptosis
1026	CDKN1A	Cyclin-dependent kinase inhibitor1A	5.21	2.17	1.54	Inhibits cellular proliferation
1051	CEBPB	CCAAT/enhancer binding protein beta	3.43	1.40	2.10	Regulates acute-phase reaction
Down-regulated genes						
10112	KIF20A	Kinesin family member 20A	0.21	0.37	0.22	Movement of organelles
84952	CGNL1	Cingulin-like 1	0.19	0.25	0.36	Anchoring the apical junctional complex
100133941	CD24	CD24 molecule	0.19	0.53	0.44	Modulates B-cell activation responses
259266	ASPM	Asp homolog, microcephaly assoc.	0.29	0.48	0.44	Mitotic spindle regulation

Down-regulated genes						
Entrez	Symbol	Name	Fold Change			Function
			TPC1	K1	BCPAP	
7057	THBS1	Thrombospondin 1	0.21	0.93*	0.36	Cell-to-cell interactions
9133	CCNB2	Cyclin B2	0.33	0.39	0.47	Cell cycle regulation
891	CCNB1	Cyclin B1	0.44	0.57	0.38	Cell cycle regulation
1033	CDKN3	Cyclin-dependent kinase inhibitor 3	0.41	0.38	0.45	Cell cycle regulation
1058	CENPA	Centromere protein A	0.39	0.46	0.48	Mitosis
1063	CENPF	Centromere protein F	0.30	0.51	0.43	Mitosis
112464	PRKCDBP	Protein kinase C, delta binding Protein	0.33	0.47	0.47	Immune potentiation (down regulated in cancer)
991	CDC20	Cell division cycle 20 homolog	0.36	0.51	0.42	Cell cycle regulation
332	BIRC5	Baculoviral IAP repeat-containing 5	0.41	0.60*	0.51	Proliferation, Anti-apoptotic

*not significant, $p > 0.05$

Supplemental Table S2. Specific, significantly up-regulated and down-regulated genes (>2 fold) in Y15-treated papillary thyroid cancer TPC1 cells, p<0.05

Up-regulated genes				
Entrez	Symbol	Title	Fold Change	Function
1026	CDKN1A	Cyclin-Dependent Kinase Inhibitor	5.21	Cell cycle
3162	HMOX1	Heme oxygenase	11.59	Heme catabolism
3576	IL8	Interleukin 8	11.48	Inflammatory response
3936	LCP1	Lymphocyte cytosolic protein 1	5.66	Actin-binding protein
3304	HSPA1B	Heat shock protein 1B	3.32	Heat shock
9188	DDX21	DEAD box polypeptide 21	2.21	Transcription
3821	KLRC1	Killer cell lectin-like receptor subfamily C, Member 1	2.88	Antigen recognition
57574	MARCH4	Membrane-associated ring finger 4	4.98	Membrane transport
390	RND3	Rho family GTPase 3	4.48	Loss of adhesion
7296	TXNRD1	Thioredoxin reductase 1	4.04	Selenium metabolism, oxidative stress protection
6447	SCG5	Secretogranin V	4.03	Regulates pituitary hormone secretion
8942	KYNU	Kynureninase	4.01	NAD cofactor synthesis
Down-regulated genes				
2312	FLG	Filaggrin	0.22	Epidermal development
51523	CXXC5	CXXC finger 5	0.22	Cell cycle
83543	AIF1L	Allograft inflammatory factor 1- like	0.22	Actin binding
6319	SCD	Stearoyl-CoA desaturase	0.22	Fatty acid biosynthesis
3773	KCNJ16	Potassium inwardly-rectifying channel	0.21	Potassium channel
3486	IGFBP3	Insulin-like growth factor binding protein 3	0.20	Modulates IGF
10786	SLC17A3	Solute carrier family 17, member 3	0.20	Renal tubule transporter
1052	CEBPD	CCAAT/enhancer binding protein delta	0.18	Immune response
1462	VCAN	Versican	0.17	Extracellular matrix component
29775	CARD10	Caspase recruitment domain family, Member 10	0.47	Apoptosis
1028	CDKN1C	Cyclin-dependent kinase inhibitor 1C	0.48	Down-regulates proliferation
1612	DAPK1	Death-associated protein kinase 1	0.25	Promotes apoptosis
3038	HAS3	Hyaluronan synthase 3	0.49	Hyaluronic acid synthesis
4214	MAP3K1	Mitogen-activated protein kinase kinase Kinase 1	0.49	Apoptosis
10397	NDRG1	N-myc downstream regulated gene 1	0.38	Stress response

Supplemental Table S3. Specific, significantly up-regulated and down-regulated genes (>2 fold) in Y15-treated papillary thyroid cancer K1 cells, p<0.05

Up-regulated genes				
Entrez	Symbol	Title	Fold Change	Function
5055	SERPINB2	Serpin peptidase inhibitor, clade B, 2	5.36	Inhibits urokinase-type plasminogen activator
6364	CCL20	Chemokine ligand 20	2.03	Immune function
6348	CCL3	Chemokine ligand 3	2.48	Inflammation
414062	CCL3L3	Chemokine ligand 3- like 3	2.84	Immune function
11082	ESM1	Endothelial cell-specific molecule 1	2.65	Angiogenesis
10135	NAMPT	Nicotinamide phosphoribosyltransferase	2.73	NAD biosynthesis
5743	PTGS2	Prostaglandin-endoperoxide synthase 2	3.63	Inflammation
10221	TRIB1	Tribbles homolog 1	3.00	Regulates activation of MAP kinases
Down-regulated genes				
9982	FGFBP1	Fibroblast growth factor binding protein 1	0.20	Angiogenesis
929	CD14	CD14	0.50	Immune function
32	ACACB	Acetyl-Coenzyme A carboxylase beta	0.45	Fatty acid synthesis
92370	ACPL2	Acid phosphatase-like 2	0.46	Acid phosphatase pathway
80117	ARL14	ADP-ribosylation factor-like 14	0.38	Vesicle movement
10882	C1QL1	Complement component 1, q Subcomponent-like 1	0.43	Regulates excitatory synapses
1293	COL6A3	Collagen, type IV, alpha 3	0.33	Cell-binding
115908	CTHRC1	Collagen triple helix repeat containing 1	0.44	Negative regulator of collagen
129804	FBLN7	Fibulin 7	0.48	Adhesion
2706	GJB2	Gap junction protein, beta 2	0.39	Gap junction channel activity
3148	HMGB2	High-mobility group box 2	0.42	Chromatin formation
22998	LIMCH1	LIM and calponin homology domains 1	0.48	Actin binding
54674	LRRN3	Leucine rich repeat neuronal 3	0.48	Protein binding
56925	LXN	Latexin	0.49	Inflammation
58538	MPP4	Membrane protein, palmitoylated 4	0.43	Photoreceptor development
25878	MXRA5	Matrix-remodelling associated 5	0.36	
79400	NOX5	NADPH oxidase, EF-hand calcium Binding domain 5	0.37	Cell growth, apoptosis
25903	OLFML2B	Olfactomedin-like 2B	0.46	Extracellular matrix binding
5564	PRKAB1	Protein kinase, AMP-activated, beta 1	0.50	Stimulates catabolic pathways
10418	SPON1	Spondin 1	0.48	Cell adhesion

Supplemental Table S4. Specific, significantly up-regulated and down-regulated genes (>2 fold) in Y15-treated papillary thyroid cancer BCPAP cells, p<0.05

Up-regulated genes				
Entrez	Symbol	Title	Fold Change	Function
54541	DDIT4	DNA-damage-inducible transcript 4	4.44	Apoptosis
4599	MX1	Myxovirus resistance 1	5.00	Dynamin family
3553	IL1B	Interleukin 1 beta	3.12	Inflammation
3569	IL6	Interleukin 6	3.37	Inflammation
3665	IRF7	Interferon regulatory factor 7	2.45	Immune response
10379	IRF9	Interferon regulatory factor 9	2.64	Immune response
9636	ISG15	ISG15 ubiquitin-like modifier	2.55	Immune response
3914	LAMB3	Laminin beta 3	2.20	Cell attachment, migration
3934	LCN2	Lipocalin 2	2.91	Apoptosis
1410	CRYAB	Crystallin, alpha B	2.67	Chaperone-like, heat shock
Down-regulated genes				
23705	CADM1	Cell adhesion molecule 1	0.41	Cell adhesion, tumor suppressor in NSCLC
7184	HSP90B1	Heat shock protein 90kDa beta, member 1	0.48	Heat shock
970	CD70	CD70	0.50	T-cell activation

Supplemental Table S5. Common and significantly up-regulated and down-regulated genes (>2 fold) in Y15-treated and PF04554878-treated medullary thyroid cancer TT cells, p<0.05

Entrez	Symbol	Name	Fold Change		Function
			Y15	PF04554878	
84061	MAGT1	Magnesium transporter 1	11.70	7.40	Cell membrane Mg transport
147372	CCBE1	Collagen and Ca binding EGF domains 1	5.85	4.35	Migration, ECM remodeling
5997	RGS2	Regulator of G-protein signalling 2	4.43	0.13	Cell growth inhibition
91120	ZNF682	Zinc finger protein 682	4.86	4.98	Transcription regulation
64746	ACBD3	Acyl-CoA binding domain 3	2.15	2.33	Golgi complex maintenance
64782	AEN	Apoptosis enhancing nuclease	2.08	3.02	Apoptosis
196	AHR	Aryl Hydrocarbon receptor	4.55	2.41	Transcriptional activator
326	AIRE	Autoimmune regulator	5.34	2.70	Transcriptional regulator
26993	AKAP8L	A kinase anchor protein 8-like	2.22	3.58	DNA replication regulator
6718	AKR1D1	Aldo-keo reductase family 1, member D1	3.29	2.79	Bile acid and steroid metabolism
250	ALPP	Alkaline phosphatase, placental	6.06	2.55	Metabolism
65062	ALS2CR2	Amyotrophic lateral sclerosis 2 chromosome region 2	0.45	0.35	Metabolism
9639	ARHGEF10	Rho guanine nucleotide exchange factor 10	0.47	0.43	Myelination
339231	ARL16	ADP-ribosylation factor-like 16	4.07	2.91	GTP binding
440	ASNS	Asparagine synthetase	2.45	4.26	Asparagine synthesis
29028	ATAD2	ATPase family, AAA domain containing 2	0.27	0.23	Chaperone-like
1386	ATF2	Activating transcription factor 2	2.26	2.00	Transcriptional activator
6790	AURKA	Aurora kinase A	0.37	0.12	Cell cycle regulator
9212	AURKB	Aurora kinase B	0.39	0.15	Cell cycle regulator
8553	BHLHB2	Basic helix-loop-helix domain, class B, 2	3.97	2.24	Cell differentiation
8548	BLZF1	Basic leucine zipper nuclear factor 1	4.89	2.35	Protein transport
202243	CCDC125	Coiled-coil domain containing 125	4.95	2.32	Cell migration
54908	CCDC99	Coiled-coil domain containing 99	0.37	0.28	Mitosis
890	CCNA2	Cylin A2	0.43	0.23	Cell cycle
3832	KIF11	Kinesin family member 11	0.38	0.33	Mitosis
10112	KIF20A	Kinesin family member 20A	0.33	0.29	Mitosis
24137	KIF4A	Kinesin family member 4A	0.30	0.41	Mitosis
9735	KNTC1	Kinetochore associated 1	0.43	0.39	Mitosis
286826	LIN9	Lin-9 homolog	0.47	0.47	Tumor suppressor

Supplemental Table S6. Specific and significantly up-regulated and down-regulated genes (>2 fold) in Y15-treated medullary thyroid cancer TT cells, p<0.05.

Up-regulated genes					
Entrez	Symbol	Name	Fold Change		Function
			Y15	PF04554878	
3310	HSPA6	Heat shock protein 6	56.92	1.05	Heat shock
3311	HSPA7	Heat shock protein 7	21.61	1.18*	Heat shock
23645	PPP1R15A	Protein phosphatase 1, regulatory subunit 15	10.02	1.47*	Apoptosis
1649	DDIT3	DNA-damage-inducible transcript 3	9.05	0.61*	Apoptosis
54541	DDIT4	DNA-damage-inducible transcript 4	6.49	1.89*	Apoptosis
3304	HSPA1B	Heat shock protein 1B	8.87	0.67	Heat shock
3303	HSPA1A	Heat shock protein 1A	7.50	0.39*	Heat shock
3725	JUN	Jun oncogene	7.77	0.73*	Transcription regulator
1410	CRYAB	Crystallin, alpha B	4.47	1.08	Chaperone-like
3337	DNAJB1	DnaJ homolog, subfamily B, member 1	6.21	0.35*	Heat shock
4189	DNAJB9	DnaJ homolog, subfamily B, member 9	5.22	0.50*	Heat shock
1843	DUSP1	Dual specificity phosphatase 1	5.46	0.71*	Inhibits proliferation
23710	GABARAPL1	GABA receptor-associated protein like 1	4.08	0.86	Autophagosome formation
9518	GDF15	Growth differentiation factor 15	5.35	1.07	Regulates tissue differentiation
51278	IER5	Immediate early response 5	5.34	0.89	Mediates cell division
84515	MCM8	Minichromosome maintenance complex 8	4.18	1.86*	DNA replication
4792	NFKBIA	Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor alpha	4.51	1.38*	Inflammatory response
266743	NPAS4	Neuronal PAS domain protein 4	5.25	1.16*	Transcriptional activator
26471	NUPR1	Nuclear protein transcriptional regulator 1	5.16	1.72*	Stress response
440503	PLIN5	Perilipin 5	4.37	1.75*	Protects lipid storage droplets
27314	RAB30	RAS oncogene family member	4.63	1.00	Intracellular membrane trafficking
871	SERPINKH1	Serpin peptidase inhibitor, clade H, 1	4.86	0.46*	Collagen synthesis
29950	SERTAD1	SERTA domain containing 1	4.51	0.88	Promotes cell proliferation, transcription

Up-regulated genes					
Entrez	Symbol	Name	Fold Change		Function
Y15			PF04554878		
387700	SLC16A12	Solute carrier family 16, member 12	4.36	1.80*	Monocarboxylic acid transporter
7779	SLC30A1	Solute carrier family 30, member 1	5.37	1.43*	Zinc transport
330	BIRC3	Baculoviral IAP repeat-containing 3	3.43	1.79*	Apoptosis inhibitor
2309	FOXO3	Forkhead box O3	2.39	1.38*	Apoptosis
1647	GADD45A	Growth arrest & DNA-damage-inducible α	2.73	1.04	Apoptosis
4616	GADD45B	Growth arrest & DNA-damage-inducible β	3.34	1.11	Apoptosis
10912	GADD45G	Growth arrest & DNA-damage-inducible γ	3.42	1.12	Apoptosis
Down-regulated genes					
52	ACPI	Acid phosphatase 1	0.48	0.75*	Tyrosine phosphatase
115	ADCY9	Adenylate cyclase 9	0.39	1.25	cAMP production
332	BIRC5	Baculoviral IAP repeat-containing 5	0.49	1.26*	Proliferation, Anti-apoptotic
23705	CADM1	Cell adhesion molecule 1	0.43	0.67*	Adhesion
4176	CD46	CD46	0.47	1.78*	Complement regulator
928	CD9	CD9	0.36	0.82	Adhesion, motility, metastasis
64105	CENPK	Centromere protein K	0.38	0.54*	Mitosis
26586	CKAP2	Cytoskeleton associated protein 2	0.46	0.79*	Cell cycle regulator
10143	CLEC3A	C-type lectin domain family 3, member A	0.48	0.83	Adhesion
1832	DSP	Desmoplakin	0.49	0.84	Adhesion
4072	EPCAM	Epithelial cell adhesion molecule	0.47	0.75*	Adhesion
2108	ETFA	Electron-transfer-flavoprotein	0.49	0.85	ATP synthesis
2194	FASN	Fatty acid synthase	0.27	0.75	Fatty acid synthesis
8836	GGH	Gamma-glutamyl hydrolase	0.42	0.98	Folic acid metabolism
10149	GPR64	G protein-coupled receptor 64	0.46	1.20*	Epididymal function
25831	HECTD1	HECT domain containing 1	0.45	0.85	Ubiquitin transport
6596	HLTF	Helicase-like transcription factor	0.49	0.68*	Transcription regulator
51155	HN1	Hematological and neurological expressed 1	0.50	1.28*	Apoptosis

(Continued)

Down-regulated genes					
Entrez	Symbol	Name	Fold Change		Function
			Y15	PF04554878	
3428	IFI16	Interferon, gamma-inducible protein 16	0.48	0.67*	Transcription regulator
3482	IGF2R	Insulin-like growth factor 2 receptor	0.50	1.26	Lysosomal enzyme transport
3685	ITGAV	Integrin, alpha V	0.47	1.51*	Adhesion, Migration
9928	KIF14	Kinesin family member 14	0.45	0.74*	Cell division, intracellular transport
9585	KIF20B	Kinesin family member 20B	0.35	0.57*	Cell division
9493	KIF23	Kinesin family member 23	0.49	1.21*	Cell division, intracellular transport
3838	KPNA2	Karyopherin alpha 2	0.49	0.67*	Nuclear protein import
22859	LPHN1	Latrophilin 1	0.49	1.55*	Cell adhesion, signal transduction
4628	MYH10	Myosin, heavy chain 10	0.44	0.83	Cell division, motility
4676	NAP1L4	Nucleosome assembly protein 1-like 4	0.46	0.73*	Histone chaperone
4784	NFIX	Nuclear factor I/X	0.43	0.76*	Transcription activator
5122	PCSK1	Proprotein convertase subtilisin/kexin type 1	0.45	0.69*	GI hormone metabolism
5223	PGAM1	Phosphoglycerate mutase 1	0.50	1.09	Glycolysis
5431	POLR2B	Polymerase II polypeptide B	0.47	1.18	DNA transcription
9055	PRC1	Protein regulator of cytokinesis 1	0.39	1.27*	Cell division
10935	PRDX3	Peroxiredoxin 3	0.36	1.05	Antioxidant
10549	PRDX4	Peroxiredoxin 4	0.50	0.84	Antioxidant
5631	PRPS1	Phosphoribosyl pyrophosphate synthetase 1	0.49	0.64*	Nucleotide synthesis
5902	RANBP1	RAN binding protein 1	0.47	0.70*	Cell cycle regulation
5934	RBL2	Retinoblastoma-like 2	0.48	1.20*	Cell division regulator
157506	RDH10	Retinol dehydrogenase 10	0.49	0.64*	Retinoic acid synthesis
6241	RRM2	Ribonucleotide reductase M2 polypeptide	0.47	0.68*	DNA synthesis, wnt inhibitor
5274	SERPINI1	Serpin peptidase inhibitor, clade 1, member 1	0.40	1.10	Plasmin signaling
23213	SULF1	Sulfatase 1	0.48	0.67*	Apoptosis
6867	TACC1	Transforming, acidic coiled-coil containing protein 1	0.49	0.68*	Cell division promoter, breast ca gene

Down-regulated genes					
Entrez	Symbol	Name	Fold Change		Function
			Y15	PF04554878	
7027	TFDP1	Transcription factor Dp-1	0.46	0.71*	DNA transcription
23505	TMEM131	Transmembrane protein 131	0.47	1.88*	Immune response
10330	TMEM4	Transmembrane protein 4	0.50	0.82*	Regulates neurite outgrowth
64759	TNS3	Tensin 3	0.50	0.60*	Migration
9189	ZBED1	Zinc finger, BED-type containing 1	0.49	0.84*	Stimulates transcription, regulates cell proliferation
80110	ZNF614	Zinc finger protein 614	0.49	1.87*	Transcription regulator

*also significant in PF04554878 treated cells, $p < 0.05$

Supplemental Table S7. Specific and significantly up-regulated and down-regulated genes (>2 fold) in PF04554878-treated medullary thyroid cancer TT cells, p<0.05.

Up-regulated genes					
Entrez	Symbol	Name	Fold Change		Function
PF04554878 Y15					
10673	TNFSF13B	Tumor necrosis factor superfamily, 13b	8.90	1.24*	Proliferation, B cell activator
26959	HBP1	HMG-box transcription factor 1	8.38	2.49*	Transcriptional repressor
353376	TICAM2	Toll-like receptor adaptor molecule 2	8.06	1.02	Immune response
11083	DIDO1	Death inducer-obliterator 1	7.89	0.96	Apoptosis
57693	ZNF317	Zinc finger protein 317	7.60	2.35*	Transcription factor
1994	ELAVL1	ELAV-like 1	7.47	1.07	Anti-proliferative
22863	KIAA0831	KIAA0831	7.29	2.20*	Autophagy
8493	PPM1D	Protein phosphatase 1D magnesium-dependent, delta	7.27	1.78*	Anti-apoptosis
4084	MXD1	MAX dimerization protein 1	6.98	2.30*	Transcription repressor
27190	IL17B	Interleukin 17B	2.77	1.06	Survival, growth, differentiation
23765	IL17RA	Interleukin 17 receptor A	2.26	0.95	Survival, growth, differentiation
3609	ILF3	Interleukin enhancer binding factor 3	2.47	0.95	Transcription regulator
80895	ILKAP	Integrin-linked kinase-associated serine/Threonine phosphatase 2C	2.46	1.31*	Cell cycle regulator
6885	MAP3K7	Mitogen-activated protein kinase 7	2.82	1.03	Apoptosis
2065	ERBB3	V-erb-b2 erythroblastic leukemia viral Oncogene homolog 3 (HER3)	2.65	1.05	HER3
10520	ZNF211	Zinc finger protein 211	6.02	1.57*	Transcription regulator
4335	MNT	MAX binding protein	2.55	1.32*	Transcription repressor
58	ACTA1	Actin, alpha 1, skeletal muscle	5.87	1.04	Motility
64577	ALDH8A1	Aldehyde dehydrogenase 8 family, Member A1	2.28	1.02	Retinoic acid synthesis
9774	BCLAF1	BCL2-associated transcription factor 1	2.72	1.31*	Death-promoting transcriptional repressor
5894	RAF1	v-raf-1 murine leukemia viral oncogene Homolog 1	3.40	1.19	Oncogene
387496	RASL11A	RAS-like, family 11, member A	2.16	1.13*	Transcription regulator
8428	STK24	Serine/threonine kinase 24	2.04	1.06	Apoptosis promoter
140901	STK35	Serine/threonine kinase 35	2.43	1.30*	Regulator of actin stress fibers
221830	TWISTNB	TWIST neighbor	2.44	1.29*	DNA transcription
10628	TXNIP	Thioredoxin interacting protein	2.29	0.99	Tumor suppressor

Up-regulated genes					
Entrez	Symbol	Name	Fold Change		Function
PF04554878 Y15					
972	CD74	CD74	2.20	1.07	Regulates antigen presentation
155435	RBM33	RNA binding motif protein 33	14.48	1.53*	
375133	PI4KAP2	Phosphatidylinositol 4-kinase, catalytic, alpha polypeptide pseudogene 2	2.18	0.81	
Down-regulated genes					
79191	IRX3	Iroquois homeobox 3	0.16	0.86	Neural development
55540	IL17RB	Interleukin 17 receptor B	0.47	0.70*	Survival, growth, differentiation
5685	PSMA4	Proteasome prosome macropain subunit α 4	0.14	0.93	MHC peptide processing
10058	ABCB6	ATP-binding cassette, sub-family B Member 6	0.47	0.83	Heme synthesis
396	ARHGDI A	Rho GDP dissociation inhibitor alpha	0.47	0.83	Inhibits cell migration and invasion
23786	BCL2L13	BCL-like 13	0.46	0.90	Promotes apoptosis
599	BCL2L2	BCL-like 2	0.47	1.11	Promotes cell survival
100133941	CD24	CD24	0.48	1.08	Stem cell marker
8487	SIP1	Survival of motor neuron protein Interacting protein 1	0.31	0.61*	mRNA splicing
56848	SPHK2	Sphingosine kinase 2	0.40	0.95	promotes angiogenesis and tumorigenesis
7913	DEK	DEK oncogene	0.27	0.55*	chromatin binding
9935	MAFB	v-maf musculoaponeurotic fibrosarcoma Oncogene homolog B	0.46	1.16*	Hematopoiesis, oncogene/ tumor suppressor
57111	RAB25	RAB25, member RAS oncogene family	0.48	1.18*	Promotes invasion
57799	RAB40C	RAB40C, member RAS oncogene family	0.37	1.23	RAS family
286319	TUSC1	Tumor suppressor candidate 2	0.48	0.72*	Carcinogenesis
1620	DBC1	Deleted in bladder cancer 1	0.36	1.03	Transcription
9238	TBRG4	Transforming growth factor beta regulator 4	0.44	0.96	Cell cycle
9220	TIAF1	TGFB1-induced anti-apoptotic factor 1	0.49	1.08	Anti-apoptotic
638	BIK	BCL2-interacting killer	0.37	0.89	Induces apoptosis
8738	CRADD	CASP2 and RIPK1 domain containing Adaptor with death domain	0.33	0.66*	Induces apoptosis

(Continued)

Down-regulated genes					
Entrez	Symbol	Name	Fold Change		Function
PF04554878 Y15					
9093	DNAJA3	DnaJ(Hsp40)homolog, subfamily A, mem.3	0.42	0.84*	Heat shock
1434	CSE1L	CSE1 chromosome segregation 1-like	0.27	0.70*	Nuclear protein transport
56616	DIABLO	Diablo homolog	0.13	0.42*	Promotes apoptosis
3336	HSPE1	Heat shock protein 1	0.27	0.63*	Heat shock
3312	HSPA8	Heat shock protein 8	0.26	1.05	Heat shock
2956	MSH6	MutS homolog 6	0.45	1.04	DNA mismatch repair

*also significant in Y15-treated cells, $p < 0.05$

How the deposited data were processed for this re-analysis (not part of the article)

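Gene expression was measured on Illumina bead arrays in TPC1, BCPAP and K1 cells, untreated or treated with Y15, with 2 arrays in each of 6 groups and 12 in all. The arrays of TT cells were not analysed. The authors read the signal intensity of each probe in GenomeStudio, whose version is not given in the sources used here. The authors deposited with each intensity a detection p-value from the same software, which compares the signal with negative control probes. The deposited log2 values were made by the authors by log2 transformation and quantile normalization according to the lumi model. The methods name HumanRef-8 v3 arrays, while the deposited probe table is that of HT-12 v4 arrays.

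The intensities were converted to log2 and quantile normalized over the 12 arrays, which gave the deposited log2 values to within 5e-09. Of 47323 probes, 12 had no value on any array and 47311 were used. A gene symbol was given for 30113 probes, 8 had several symbols and 17202 had none, and 30074 of the named probes were matched to a current symbol by their Entrez Gene number. Probes with a detection p under 0.05 on both arrays of at least 1 group were kept, 21600 in all, of which 16635 were named. The 12379 genes tested were each represented by the passing probe with the highest mean log2 signal, and 3337 genes had more than 1 passing probe.

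A model with a mean for each of the 6 groups was fitted with limma 3.58.1 in R 4.3.3, with 1 estimate of the spread per gene shared by all groups. Tests were made of Y15 against untreated cells in each line, of the mean effect over the 3 lines and, by the F test of limma, of a different effect between lines. P-values were adjusted by the method of Benjamini and Hochberg over all genes tested, with a threshold of 0.05. Changes over 2-fold and 4-fold were counted at an unadjusted p under 0.05. The study states a p under 0.05 for its calls and does not say whether it was adjusted.

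Of 25 gene lists with 652 symbols, 124 of which were not measured, 23 had at least 5 measured genes and were tested with camera at a correlation of 0.01. Camera was also run with a correlation estimated from the data. The genes named were those of the text and of Tables S1 to S4, whose values had been seen, the 10 that rose most and the 10 that fell most in each line among called genes with both Y15 arrays on 1 side of both untreated arrays, up to 4 called genes of largest change in each list and line, and PTK2, 235 in all. Small nuclear, nucleolar and 5S RNA genes and histone genes were singled out apart from this rule.

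The alternatives were neqc background correction, median centring in place of quantile normalization, 50 added before log2, the deposited log2 values, no filter, a detection p under 0.01, the mean of all probes of a gene, the 4 arrays of a line alone, array quality weights, an intensity trend, a replicate block, and leaving out each array in turn. An array left alone in its group adds nothing to the estimate of the spread and was taken to vary like those of the other groups. Where it is a K1 array with Y15, the larger spread of that group is left out. The p-values of such a fit therefore do not measure how K1 repeats. As the spread is shared, a call in TPC1 or BCPAP that ends can also rest on the spread of the K1 arrays with Y15. The procedure was tested on simulated data over 12379 genes. Of genes changed by a log2 of 2, 94.7% were recovered in TPC1, 84.4% in BCPAP and 84.4% in K1, by a log2 of 1, 40%, 43.6% and 46.7%, and by a log2 of 0.5, 5.56%, 10.5% and 0%. Of the unchanged genes, 1 of 12245, 7 of 12270 and 3 of 12274 were called at an adjusted p under 0.05, and 15, 19 and 15 passed over 2-fold at an unadjusted p under 0.05. The simulated noise was independent between genes, with 1 spread per gene in every line. On the real arrays the SD across genes of the replicate difference was 0.3 in K1 with Y15 and 0.0989 to 0.168 in the other groups. The simulated K1 values therefore do not describe the K1 arrays.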

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

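Of the tests here, those of a narrowed set of small RNA families in TPC1, and of a dim array, an untreated label and a mixture over every list called for K1 replicate 2, were chosen after the result was seen.

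The effect of Y15 differed between the lines for 2293 genes by the F test of limma, of which 549 fell in 1 line by more than the signal of another line above background could show. HSPA1B rose more in TPC1 than in BCPAP (difference in log2 change 1.15) and K1 (1.51). THBS1 fell more in TPC1 than in BCPAP (difference -0.71). Its differences of TPC1 and BCPAP from K1 (-2.12 and -1.40), and that of HAS3 between TPC1 and BCPAP (-1.22), are set by a signal in K1 and BCPAP too near background to show such a fall, so they do not show that the response differed. IL1B rose more in BCPAP than in TPC1 (-1.49 for TPC1 minus BCPAP) and K1 (1.56 for BCPAP minus K1). Among the gene lists, the median difference of the interferon-stimulated genes was -0.54 for TPC1 minus BCPAP (adjusted p = 2.54e-13, and adjusted p = 0.0087 with an estimated correlation) and 0.45 for BCPAP minus K1 (adjusted p = 3.02e-16, and adjusted p = 0.0087 with an estimated correlation), and that of hypoxia and glycolysis was -0.38 for TPC1 minus K1 (adjusted p = 3.85e-07, and adjusted p = 0.0178 with an estimated correlation).

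Genes of small nuclear, nucleolar and 5S RNAs, which the paper does not discuss, were higher with Y15 in TPC1. Of 142 such genes 71 were higher and 1 lower (median log2 change 0.26), with 2 higher in BCPAP and 2 in K1, and of 18 genes of the small nuclear, U3, 7SK and 5S families, chosen after their values were seen, 16 were higher and 0 lower (median log2 change 2.25). Over 4 normalizations the lowest median of the 18 was 1.93 (bootstrap standard error 0.342), with median centring, which moved the median of all genes to -0.21, and this argues against normalization or background as the whole source of their rise, while for the class, at 0.17, it stays open, since its median lay under the limit of the test from the start. Several of the 18 are genes of 1 family, so they are not independent and the standard error is likely too small. More RNA without a poly(A) tail in the labelled RNA of these arrays cannot be told apart from a change in the cells, since 32 histone genes, whose mRNA lacks the tail, had a median log2 change of 0.11 with 4 higher and 1 lower, between the values that would argue for and against it. A response of TPC1 cells to Y15 also stays open.

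Replicate 2 of K1 with Y15 lay nearer to untreated K1 than replicate 1. A dim array is argued against by its 18883 probes above background, more than the 18735 of replicate 1, and an array of untreated cells by its slope of 0.263 on the mean change of TPC1 and BCPAP, against 0.0302 between the untreated K1 arrays. A mixture of treated and untreated K1 RNA would dilute every gene alike. The share of the change of replicate 1 seen in replicate 2 was 0.137 for amino acid stress and 0.061 for mitosis genes (difference 0.0764, bootstrap standard error 0.0428). This was within the 2 standard errors set beforehand as the bound for a mixture. Over the 9 other lists called in K1, however, the share differed from that of the amino acid stress genes for extracellular matrix (0.501, difference 0.364, standard error 0.127) and DNA replication (difference -0.599, standard error 0.161). These errors treat genes as independent, while the estimated correlation was 0.649, 0.212 and 0.689 in the amino acid stress, extracellular matrix and DNA replication lists. They are likely too small, and each replicate is 1 array, so the lists do not decide on a mixture. A weaker response of the cells of this replicate was not tested and stays open.

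Interferon-stimulated genes were higher with Y15 in BCPAP, where untreated replicate 2 had the fewest probes above background. Without that array their median log2 change was 0.57, which argues against it as the source. Over 4 normalizations the lowest median was 0.45, with 50 added before log2, which argues against normalization or background. More mRNA of type I or III interferons stays open, since 2 of 20 such genes, IFNE and IFNW1, were measured and 0 were higher by limma. A response to Y15 may be the source and remains a hypothesis found and tested on the same data.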

How the results depend on the processing

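The deposited log2 values kept the direction and the side of the threshold of all 118 gene values named and all 69 combinations of list and line. The gene values that kept both were 118 with a detection p under 0.01 and with a replicate block, 117 with the mean of all probes, 116 with an intensity trend, 115 with 50 added, 112 with no filter, 109 with neqc and with array weights, 93 with the 4 arrays of the line and 84 with median centring, where 30 calls ended in the same direction and 4 values reversed, CD44 in BCPAP with the loss of its call. Of the lists, 54 of 69 kept both with median centring, 63 to 68 under the other alternatives that changed any, and all with an intensity trend.

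Camera with an estimated correlation called 1 list in TPC1, 1 in BCPAP and 0 in K1. At an unadjusted p 3773 genes passed in BCPAP and 3200 in K1, and with an adjusted p 10 genes changed over 2-fold in all 3 lines. With neqc, 1048, 430 and 284 genes changed over 2-fold in TPC1, BCPAP and K1, 152, 45 and 29 over 4-fold, 48 over 2-fold in all 3, and 815 were called in K1. With median centring, 781 changed over 2-fold in TPC1 (84 higher and 697 lower, from 176 and 223), 386 in BCPAP (382 and 4, from 76 and 46) and 148 in K1 (20 and 128, from 28 and 47), 28 over 4-fold in BCPAP and 10 over 2-fold in all 3. There, 140 were called in K1 (7 and 133, from 572 and 734) and 1571 for the mean effect (534 and 1037, from 2384 and 2345). Median centring leaves differences in the brightness of the arrays, and untreated BCPAP replicate 2 had the lowest mean signal (215.4). With 50 added, 5 changed over 4-fold in BCPAP. With the 4 arrays of a line, limma called 0 in K1 (1995 unadjusted), and 8 changed over 2-fold in all 3. Array weights gave 670 calls in K1. The cause was not tested.

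With 1 array left out, calls ran from 2378 to 2657 in TPC1, 779 to 1774 in BCPAP and 361 to 3550 in K1. Changes over 2-fold ran from 35 (without K1 Y15 replicate 1) to 268 (without K1 Y15 replicate 2) in K1, over 4-fold from 1 to 29 in K1, and in all 3 lines from 3 to 38, at the same arrays. Genes called for a different effect ran from 1234 to 4344. Lists called ran from 13 to 15 in TPC1, 11 to 13 in BCPAP and 7 to 13 in K1.

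Median centring reversed CD44 in BCPAP (0.0486) and K1 (-0.13) and PTK2 in BCPAP (0.26) and K1 (-0.23), none of which passed there. The log2 change of PTK2 in K1 was -0.0178 with the mean of all probes, -0.0068 without untreated replicate 2, -0.13 without Y15 replicate 2 and 0.19 without Y15 replicate 1. CD44 in K1 was -0.03 without untreated replicate 1, -0.0917 without Y15 replicate 2 and 0.14 without Y15 replicate 1. Without K1 Y15 replicate 1, BIRC5 in K1 was 0.0387 and HSPA1B in K1 -0.0779, and without Y15 replicate 2 they were -1.64 and 0.59. HAS3 in BCPAP was -0.0824 without untreated replicate 2 and 0.21 without untreated replicate 1. The list of DNA replication in K1 reversed to 0.18 without Y15 replicate 1. The cause was not tested.

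With a replicate block 3541, 1566 and 919 genes were called in TPC1, BCPAP and K1, 4309 for the mean effect and 1578 for a different effect. The correlation across genes between the replicate differences of untreated and treated cells was 0.193 in TPC1, -0.182 in BCPAP and -0.00996 in K1, so a shared number went with closer arrays in TPC1 and not in BCPAP or K1. Crossing the blocks in BCPAP, chosen after seeing the data, gave 2052 calls. A slide block was not run, since the slides are not given. Signal over background limits the folds of HSPA6 and IL24 in TPC1 to lower bounds.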

Differences from the paper's values

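A fold was taken to differ when 1 of the values was more than 1.5 times the other, by more than the replicate SD, and a count when 1 was more than 1.5 times the other. Of 140 folds in Tables S1 to S4, all had the same direction as the paper's, 105 were within 5% of it and 3 differed in this sense. For IL24 in TPC1 the paper's fold is 3.20 and the value here was 6.33, at least 6.31. Of the alternatives set before the data were examined, 50 added before log2 (4.72) and the mean of all probes (3.34) did not differ, and the others did, among them neqc (25.4) and median centring (5.58).

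For HSPA6 in TPC1 the paper's fold is 11.99 and the value here was 20.22, at least 19.2, with 3.54 on its other probe. Median centring (17.65), 50 added (14.21) and the mean of all probes (8.46) did not differ, and the others did, with 96.91 under neqc.

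For KCNJ16 in TPC1 the paper's ratio of treated to untreated is 0.21 and the value here was 0.1388. The values with 50 added (0.1668), without TPC1 untreated replicate 1 (0.1444) and without TPC1 Y15 replicate 2 (0.1458) did not differ, and the others did, among them neqc (0.0831) and median centring (0.111). With 50 added, 0 of the 140 folds differed.

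Over 4-fold in BCPAP alone the paper gives 2 genes and 4 were found here at the thresholds it states. Every alternative set before the data were examined differed, with 26 under neqc, 22 under median centring, 5 with the mean of all probes and 1 with 50 added. No filter with the mean of all probes, chosen after seeing the values, gave 3, which does not differ, while 7 of the 140 folds then differed.

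The paper's text and figure report BIRC5 as lower in BCPAP. Here it was lower on both Y15 arrays and did not pass the adjusted threshold (adjusted p = 0.0711, unadjusted p = 0.0137 from limma), and it passed with the 4 BCPAP arrays alone (4.44e-05) and with array weights (0.00237). In Fig. 7E the legend gives THBS1 as lower in K1 and the text as unchanged, and here its log2 change in K1 was -0.10 (95% confidence interval -0.40 to 0.19), from a signal near background.

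The paper lists chemokines, CCL3 and CCL3L3 among them, as raised in K1. CCL20 and CXCL2 were called higher. CCL3 (adjusted p = 0.126, unadjusted p = 0.0249 from limma) and CCL3L3 (adjusted p = 0.108, unadjusted p = 0.0195) were not, and they pass the paper's threshold if it is unadjusted. They were called only with array weights (0.0435 and 0.0337) and without K1 Y15 replicate 2. The latter fit has 1 K1 array with Y15, with log2 changes of 2.49 and 2.78.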

Other observations

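The comparison of Y15 with untreated cells called 4729 genes for the mean effect over the 3 lines. In 100 splits of the arrays within each line, 1, the real one, gave as many, and the highest other gave 2853. A random grouping of the arrays is therefore an unlikely source of the count. Splits that regroup a line leave the difference with Y15 in the spread, which lowers their counts. The splits cannot tell Y15 from another difference between treated and untreated arrays. With median centring the count was 1571.

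Of 26 measured genes of hypoxia and glycolysis, 1 named by the study, 20 were lower in TPC1, 7 in BCPAP and 7 in K1, with 0, 1 and 0 higher (20 lower and 2 higher, 10 and 1, and 10 and 0 when adjusted over the list alone). The median log2 changes were -0.60, -0.26 and -0.18, and camera called the list lower in each line (adjusted p = 1.2e-08, 0.000479 and 0.00207, and adjusted p = 0.0182, 0.0730 and 0.0861 with an estimated correlation). In K1 the median was -0.17 in replicate 1 and -0.13 in replicate 2. PFKFB4, ALDOA and PGK1, glycolytic genes, fell by 1.88, 1.37 and 1.13 on the log2 scale in TPC1 (adjusted p = 1.54e-05, 8.8e-06 and 1.37e-06).

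Of 7 genes of metallothioneins and zinc export, 6 of them metallothioneins, 5, among them the zinc exporter SLC30A1, were higher and 1 lower in TPC1, 1 was higher in BCPAP and 0 in K1 (5 and 1, 3, and 0 over the list alone). The list was called higher in TPC1 and BCPAP (adjusted p = 0.0142 and 0.0136, and adjusted p = 0.261 in each with an estimated correlation), and with median centring not in BCPAP (0.0679). MT1X rose by 0.97 in TPC1 (adjusted p = 3.44e-05). In K1 it was not called (adjusted p = 0.648; median -0.07 in replicate 1 and -0.05 in replicate 2).

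Of 34 genes of focal adhesion and integrins, 4 were higher and 11 lower in TPC1, 2 and 11 in BCPAP and 0 and 1 in K1 (4 and 11, 2 and 12, and 0 and 1 over the list alone). It was called lower in TPC1 (adjusted p = 0.0417, and adjusted p = 0.499 with an estimated correlation) and BCPAP (adjusted p = 6.17e-05, and adjusted p = 0.261 with an estimated correlation), and not in K1 (0.324). The TPC1 call ended without untreated replicate 1 (0.0509), with neqc (0.0589), median centring (0.0634) and the mean of all probes (0.0536). With median centring the BCPAP median was 0.15 (0.0622). PTK2, the gene of FAK, had log2 changes of -0.10, -0.33 and 0.03 in TPC1, BCPAP and K1 (adjusted p = 0.583, 0.0751 and 0.907), and in BCPAP passed with the 4 arrays alone (0.0497) and array weights (0.0434).

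Of 22 YAP and TAZ target genes, 2 named by the study, 4 were higher and 7 lower in TPC1, 0 and 9 in BCPAP and 2 and 1 in K1 (5 and 7, 0 and 10, and 2 and 2 over the list alone). It was called lower in BCPAP (adjusted p = 0.000238, and adjusted p = 0.239 with an estimated correlation). MAP kinase output genes, 17 in all, were 8 higher and 3 lower in TPC1, 4 and 2 in BCPAP and 1 and 1 in K1 (10 and 3, 4 and 3, and 4 and 2 over the list alone), and not called (adjusted p = 0.0517, 0.965 and 0.368). In TPC1 they were called higher without untreated replicate 1 (0.0328), with no filter (0.0418), with the 4 arrays alone (0.0234) and with array weights (0.0305). The YAP and TAZ targets were not called in TPC1 (0.28) or K1 (0.5).

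Of 19 immediate early genes, 10 were higher and 4 lower in TPC1, 1 and 0 in BCPAP and 0 and 1 in K1 (11 and 4, 1 and 0, and 4 and 1 over the list alone). It was called higher in TPC1 (adjusted p = 0.0417, and adjusted p = 0.577 with an estimated correlation), a call that ended without untreated replicate 2 (0.0796), Y15 replicate 1 (0.0559) or Y15 replicate 2 (0.0648) and with 50 added (0.0564). In BCPAP it was not called (0.48), and was with median centring (0.0402). In K1 it was not called (adjusted p = 0.0581), and was without untreated replicate 1 (0.0231) or Y15 replicate 2 (3.95e-05), with no filter (0.046), the mean of all probes (0.0388) and array weights (0.0189), with a median of 0.34 in replicate 1 and -0.01 in replicate 2.

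Of 17 genes of cholesterol synthesis, 1 was higher and 4 lower in TPC1, 1 lower in BCPAP and 1 in K1, with the same counts over the list alone, and none was called (adjusted p = 0.28, 0.553 and 0.648). Of 11 genes of fatty acid synthesis, 2 named by the study, 4 were lower in TPC1, 1 was higher and 2 lower in BCPAP, and 2 lower in K1 (5, 1 and 2, and 2 over the list alone). Camera called this list lower in TPC1 (adjusted p = 0.0137, and adjusted p = 0.369 with an estimated correlation), and in K1 only without Y15 replicate 2 (0.0253). In BCPAP the median and mean of both lists differ in sign.

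Of 5 genes of thyroid differentiation, 3 were lower in TPC1, 2 in BCPAP and 1 in K1 (3, 3 and 1 over the list alone). Camera called these genes lower in TPC1 (adjusted p = 0.0164) and BCPAP (adjusted p = 0.0417), with adjusted p = 0.261 in each with an estimated correlation, and the calls ended in TPC1 without Y15 replicate 2 (0.0875), with median centring (0.143) and with no filter (0.114), and in BCPAP without Y15 replicate 1 (0.0833) or 2 (0.0751) and with the same 2 settings (0.411 and 0.0825), the 4 arrays alone (0.0593) and the block of replicates (0.0518). In K1 the list was not called (0.885), and its median, mean and test differ in sign. PAX8 fell by 0.80 in TPC1 (adjusted p = 2.73e-05), and by 1.33 and 0.51 on its other probes. Of 7 fibroblast markers, 1 was higher and 2 lower in TPC1, 2 lower in BCPAP and 1 lower in K1 (1 and 2, 3 and 1 over the list alone), and the list was not called (adjusted p = 0.295, 0.0971 and 0.173), apart from BCPAP with median centring (0.00668). Medullary thyroid markers, with 3 genes measured, and blood cell markers, with 4, were not tested.

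Between lines, 182 genes were called in opposite directions, all of them called for a different effect. MARCHF4, a ubiquitin ligase, rose by 2.32 in TPC1 and fell by 0.70 in BCPAP (adjusted p = 1.99e-08 and 0.000413), IFI27 rose by 1.71 in BCPAP and fell by 0.82 in K1 (adjusted p = 2.77e-07 and 0.000146), and BDNF rose by 0.60 in TPC1 and fell by 0.90 in BCPAP (adjusted p = 0.000272 and 7.44e-05). With median centring, MARCHF4 in BCPAP (0.674), IFI27 in K1 (0.0621) and BDNF in TPC1 (0.676) and BCPAP (0.317) were not called.

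Of 33 genes of DNA replication, 7 were lower and 1 higher in TPC1, 2 were lower in BCPAP, and 2 were lower and 1 higher in K1 (5 and 1, 2, and 1 and 1 over the list alone). It was called lower in TPC1 and K1 (adjusted p = 0.0192 and 0.0497, and adjusted p = 0.694 and 0.717 with an estimated correlation of 0.689 for all lines), and with median centring in neither (0.126 and 0.267). The K1 call also ended without untreated replicate 2 (0.183), with neqc (0.0563), 50 added (0.0621), a detection p under 0.01 (0.0518) and the 4 arrays alone (0.0913), and without Y15 replicate 1 the list was called higher (median 0.18, 5.56e-05), with medians of -0.52 in replicate 1 and 0.18 in replicate 2. In BCPAP it was not called (0.0581), and was with the 4 arrays alone (0.0025), the block of replicates (0.0266), array weights (0.0161) and the mean of all probes (0.03).

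BIRC5 fell by 1.47 on the log2 scale in TPC1 (adjusted p = 0.00959; -0.68 and adjusted p = 0.0555 on its other probe) and had a log2 change of -0.80 in K1 (adjusted p = 0.193). The TPC1 call ended without untreated replicate 1, untreated replicate 2 or Y15 replicate 2, with log2 changes of -1.48, -1.46 and -1.42. In K1 the log2 change of BIRC5 was -1.64 without Y15 replicate 2 and 0.04 without Y15 replicate 1, each from 1 array with Y15.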
